# Dissecting tumor microenvironment heterogeneity in syngeneic mouse models: insights on cancer-associated fibroblast phenotypes shaped by infiltrating T cells

**DOI:** 10.3389/fimmu.2023.1320614

**Published:** 2024-01-08

**Authors:** Marco Carretta, Marie-Louise Thorseth, Aimilia Schina, Dennis Alexander Agardy, Astrid Zedlitz Johansen, Kevin James Baker, Shawez Khan, Anne Mette Askehøj Rømer, Klaire Yixin Fjæstad, Hannes Linder, Dorota Ewa Kuczek, Marco Donia, Lars Grøntved, Daniel Hargbøl Madsen

**Keywords:** tumor microenvironment, cancer-associated fibroblasts, syngeneic mouse cancer models, immunotherapy, immunosuppressive mechanisms, stroma, tissue stiffness, PD-L1

## Abstract

Murine syngeneic tumor models have been used extensively for cancer research for several decades and have been instrumental in driving the discovery and development of cancer immunotherapies. These tumor models are very simplistic cancer models, but recent reports have, however, indicated that the different inoculated cancer cell lines can lead to the formation of unique tumor microenvironments (TMEs). To gain more knowledge from studies based on syngeneic tumor models, it is essential to obtain an in-depth understanding of the cellular and molecular composition of the TME in the different models. Additionally, other parameters that are important for cancer progression, such as collagen content and mechanical tissue stiffness across syngeneic tumor models have not previously been reported. Here, we compare the TME of tumors derived from six common syngeneic tumor models. Using flow cytometry and transcriptomic analyses, we show that strikingly unique TMEs are formed by the different cancer cell lines. The differences are reflected as changes in abundance and phenotype of myeloid, lymphoid, and stromal cells in the tumors. Gene expression analyses support the different cellular composition of the TMEs and indicate that distinct immunosuppressive mechanisms are employed depending on the tumor model. Cancer-associated fibroblasts (CAFs) also acquire very different phenotypes across the tumor models. These differences include differential expression of genes encoding extracellular matrix (ECM) proteins, matrix metalloproteinases (MMPs), and immunosuppressive factors. The gene expression profiles suggest that CAFs can contribute to the formation of an immunosuppressive TME, and flow cytometry analyses show increased PD-L1 expression by CAFs in the immunogenic tumor models, MC38 and CT26. Comparison with CAF subsets identified in other studies shows that CAFs are skewed towards specific subsets depending on the model. In athymic mice lacking tumor-infiltrating cytotoxic T cells, CAFs express lower levels of PD-L1 and lower levels of fibroblast activation markers. Our data underscores that CAFs can be involved in the formation of an immunosuppressive TME.

## 1 Introduction

The past two decades have seen the rapid development of cancer therapies that directly involve the patient’s immune system (1, 2). The therapies are collectively termed immunotherapy and comprise a range of immunomodulating therapies that target different steps within the cancer immunity cycle with the goal of generating an anti-cancer response (3). These new immunotherapeutic approaches, such as immune checkpoint inhibitors (ICIs) targeting CTLA-4 or PD-1/PD-L1, have demonstrated clinical efficacy in a wide variety of solid tumors (4, 5) and have highlighted the critical role that the immune system plays in fighting cancer. However, only a minority of patients respond to these therapies and display long-term responses, while most patients do not respond or may develop resistance to the treatment (6, 7). The formation of an immunosuppressive tumor microenvironment (TME) has been suggested as a major obstacle to the successful outcome of immunotherapy and understanding how the TME influences anti-tumor immune activity currently represents a central theme in cancer immunotherapy research.

Studies of the immune composition of human tumors, have identified great heterogeneity between cancer types and between tumors of the same cancer type (8). A high level of tumor-infiltrating CD8^+^ T cells and Th1 cytokine expression, commonly defined as an immunogenic or ‘hot’ tumor, is generally associated with a good prognosis (9). Conversely, low T cell infiltration and the presence of suppressive myeloid cells contribute to the establishment of an immunologically ‘cold’ tumor, which is associated with poor prognosis (8). Some tumors display a third immune profile known as “immune-excluded”, characterized by the presence of immune cells confined to the stroma and lack of infiltration into the tumor nests (10). Immunosuppressive myeloid cells such as M2-like macrophages and myeloid-derived suppressor cells (MDSCs) have been shown to play major roles in the immune evasion of cancer cells (11, 12) and are also involved in remodeling of the surrounding extracellular matrix (ECM) (13–15).

Other mechanisms contributing to an immunosuppressive TME involve stromal cells such as cancer-associated fibroblasts (CAFs) (16, 17). These cells are the most abundant non-hematopoietic cells in the TME and cover a range of subsets and activation states rather than being a uniform cell type (18, 19). Several studies indicate that CAFs may have different origins, which might contribute to their dynamic heterogeneity and explain why common CAF-markers such as fibroblast-activation protein (FAP), α-smooth muscle actin (α-SMA), PDGF receptor (PDGFR), or CD90/THY1, are not always expressed at the same time (19, 20).

During cancer progression, CAFs are centrally engaged in remodeling the surrounding ECM through the secretion of ECM components such as collagens or ECM-remodeling enzymes like matrix metalloproteinases (MMPs) (18, 21, 22). This can lead to the formation of a tumor-specific ECM, which is often associated with increased tissue stiffness (23). The ECM can stimulate cancer growth and metastasis (24–26), whilst also regulating the motility and activity of tumor-infiltrating T cells (23, 27–29). Moreover, the ECM also influences the activity of other types of immune cells, including NK cells and macrophages (30–32). In addition to the CAF-mediated ECM alterations, CAFs have many other pro-tumorigenic functions, such as promotion of tumor formation, progression, and metastasis (19, 20). CAFs are involved in immunosuppression and T cell exclusion through the secretion of a variety of chemokines and cytokines, including CXCL12, CCL2, IL-6, IL-10, and TGF-β (19, 33–36) or through the upregulation of PD-L2 and FasL (37). CAFs can also secrete vascular endothelial growth factor (VEGF), which not only promotes angiogenesis, but also exerts immunomodulatory functions by inhibiting the development of dendritic cells (DCs) and downregulating their antigen-presentation abilities (38, 39).

Recently, CAFs have been shown to comprise a heterogeneous and functionally diverse cell population, with multiple CAF subsets identified (18, 20, 40). The high plasticity within the CAF population has been observed in human cancers as well as in mouse cancer models (41–43). The number of identified subsets varies between studies, but many of these describe a subset involved in ECM remodeling often termed myofibroblastic CAFs (myCAFs) and a subset with immune modulatory functions often termed inflammatory CAFs (iCAFs) (42–44).

A common tool for cancer research is the use of *in vivo* mouse tumor models. Human patient-derived xenograft (PDX) models, in which human tumor material is engrafted in mice, have become a central part of research in tumor biology and conventional cancer therapies (45). These models involve the transplantation of human cancer tissue into immune-deficient mice to avoid graft rejection. The lack of a functional immune system in these mice is not optimal for the research of immunotherapies. Genetically engineered mouse models (GEMMs) are excellent models to recapitulate the native tumor niches and provide useful insights into the interaction between malignant cells and immune effectors (46). However, GEMMs are often poorly immunogenic, and few of these models have proven to be responsive to immunotherapy (47). Syngeneic mouse tumor models, some of which were developed over 60 years ago, are economical and accessible models. The inoculated cancer cells lead to short latency periods and very fast tumor growth, which might not accurately mimic the human disease. In most cases, cells are injected subcutaneously instead of orthotopically, which could also result in differences from the human situation. Nevertheless, syngeneic tumor models have recently regained attention as reliable models for immunotherapy research since they retain a fully intact immune system and native stromal components. Consequently, syngeneic mouse models are an important approach for preclinical testing of immunotherapies, and major discoveries in the field of immunotherapy were made with the use of these mouse tumor models (48, 49).

Although developed decades ago, the immunological and molecular characteristics of syngeneic tumor mouse models and their TME have not been fully elucidated. In this work, we set out to thoroughly characterize the TME in a panel of common syngeneic mouse tumor models. Using flow cytometry and RNA sequencing (RNAseq), we characterize the tumor immune infiltrate in the different tumor models. Furthermore, we evaluate the stromal components of these models by investigating the relative tumor stiffness, collagen abundance, and the transcriptome of the CAFs. The study reveals large differences between CAFs in the different models. Comparison to established CAF subsets reveals that CAFs from the different models have similarities to specific subsets. The obtained data can contribute to improved preclinical model selection for target validation and immunotherapy drug development in future studies. Additionally, a thorough analysis of the CAFs indicates a significant contribution to the formation of an immunosuppressive TME from these cells. We show that activation of CAFs and acquisition of an immunosuppressive phenotype is driven by the tumor-infiltrating T cells.

## 2 Materials and methods

### 2.1 Cell culture of murine cancer cell lines

The murine cancer cell lines B16-F10 (melanoma), Pan02 (pancreatic ductal carcinoma), MC38 (colon carcinoma), LL2 (lung carcinoma), and CT26 (colon carcinoma) were obtained from the CCIT-DK cell biobank. EO771.LMB (breast carcinoma) was kindly gifted by Prof. Robin L. Anderson (Olivia Newton-John Cancer Research Institute, Heidelberg, Australia). The CT26 cell line is derived from a BALB/c mouse whereas the remaining cell lines are derived from C57BL/6 mice. All cell lines were tested mycoplasma-negative. Cell lines were cultured in cell culture-treated flasks (Corning, NY, USA) at 37°C and 5% CO_2_. CT26 was cultured in RPMI 1640 + GlutaMAX™, 10% fetal bovine serum (FBS), and 1% penicillin/streptomycin (P/S) (all from Gibco, Thermo Fisher, Waltham, MA, USA). B16-F10, LL2, and Pan02 were cultured in DMEM + GlutaMAX™ (Gibco, Thermo Fisher, Waltham, MA, USA), 10% FBS, and 1% P/S. EO771.LMB was cultured in DMEM, 20% FBS, 1% P/S, and 20 mM HEPES (Gibco, Thermo Fisher, Waltham, MA, USA). MC38 was cultured in DMEM + GlutaMAX™, 10% FBS, 1% P/S, 1% HEPES, 1% non-essential amino acid (NEAA) supplement, and 1% sodium pyruvate (all from Gibco, Thermo Fisher, Waltham, MA, USA). At approximately 90% confluency, the supernatant was removed, and the cells were washed twice with phosphate-buffered saline (PBS; Gibco, Thermo Fisher, Waltham, MA, USA). After washing, cells were detached by trypsinization using 0.25% Trypsin-EDTA (Gibco, Thermo Fisher, Waltham, MA, USA), and detached cells were resuspended in respective media and seeded in new culture flasks.

### 2.2 Animal experiments

Animal experiments were performed at the animal facility of the Department of Oncology, Herlev Hospital. All experiments were approved by the Danish Animal Experiment Council (license registration number 2016-15-0201-01020 and 2021-15-0201-00999). Daily care and breeding of C57BL/6 mice (C57BL/6JBomTac) and NMRI nude mice (BomTac : NMRI-*Foxn1^nu/nu^*) were performed by animal caretakers. BALB/c mice (BALB/cAnNRJ) and BALB/c nude mice (BALB/cAnNRJ-*Foxn1^nu/nu^*) were purchased from Janvier Labs (Janvier, Labs, Le Genest-Saint-Isle, France). Harvested cancer cells were counted using a hemocytometer (Hausser Scientific, Horsham, PA, USA), centrifuged at 300 g for 5 minutes at room temperature (RT) and resuspended in respective cell culture medium without supplements in the concentration of 5 x 10^5^ cells per 100 μL. Cells were placed on ice and directly before injection agitated using a pipette to ensure a homogenous cell suspension. A total of 5 x 10^5^ cells were inoculated subcutaneously using a 1 ml syringe and 25 G needle in the right flank or in both flanks of adult female mice (10-15 weeks old). Injected cells had been cultured for a maximum of 20 passages after acquisition of the cell lines. Tumor dimensions were measured three times weekly with a digital caliper, and the tumor volume was calculated using the formula volume (mm^3^) = (length)×(width)^2^/2. Mice were regularly examined for formation of ulcers on the surface of the tumors and excluded from further analysis at the presence of ulcers. The experimental endpoint was defined as tumor volume reaching 1200mm^3^. The mice were euthanized by cervical dislocation, and the tumor tissue was harvested. The excised tumors were divided into fragments and placed in digestion buffer (2.1 mg/ml collagenase type 1 (Worthington Biochemical Corporation, Lakewood, NJ, USA), 75 μg/ml DNase I (Worthington Biochemical Corporation), 5 mM CaCl_2,_ and 1% P/S in RPMI 1640 medium) for flow cytometry analysis, in RNAlater (Thermo Fisher Scientific, Waltham, MA, USA) for RNA isolation, or in 4% formaldehyde for histological staining. For shear rheology, whole tumors were placed in cold PBS and analyzed the same day.

### 2.3 Flow cytometry

Tumor fragments were placed in digestion buffer and chopped into small pieces using surgical scissors. The suspension was placed at 4°C in the dark overnight in an end-over-end rotator. The next day, the tumor digest was incubated at 37°C for 10 to 60 minutes and then homogenized by pipetting. The tumor digest was passed through a 70 μm cell strainer (Corning, NY, USA) together with PBS to obtain a single cell suspension. Erythrocytes were lysed using 2 mL red blood cell lysis buffer (Qiagen, Venlo, The Netherlands) and incubated up to 5 minutes at RT. The lysis was stopped by adding 30 mL of cell culture media. The single-cell suspension was centrifuged for 5 minutes at 300 g, the supernatant was discarded, and cells were resuspended in FACS buffer (5% bovine serum albumin (Sigma-Aldrich, St. Louis, MO), 5 mM EDTA (Sigma-Aldrich, St. Louis, MO) in PBS).

Whole tumor single-cell suspensions or purified CD45^+^ cell fractions were counted using a hemocytometer, and 5 x 10^5^ cells per sample were transferred to Falcon^®^ FACS tubes (Corning, NY, USA), resuspended in 100 μL FACS buffer containing 0.5 μL FcR blocking reagent (Miltenyi Biotec, Bergisch Gladbach, Germany), and incubated for 10 minutes at 4°C in the dark. Afterwards, samples were stained with an antibody cocktail of either the general, myeloid, or lymphoid panel (**Supplementary Table 3**). Cells were incubated with antibodies for 20 minutes at 4°C in the dark and subsequently washed with 2 mL PBS and centrifuged for 5 minutes at 300 g. A live-dead staining was included in all analyses. The supernatant was discarded, and cell suspensions were resuspended in 500 μL FACS buffer. Samples stained with the general panel underwent secondary staining with streptavidin-APC (BioLegend, San Diego, CA, USA) for 10 minutes at 4°C in the dark prior to resuspension. The samples were analyzed using the flow cytometers LSR II or FACS Canto II (BD Biosciences, San Jose, CA, USA). 50000 total events per analysis were typically recorded. For the myeloid and lymphoid panel, where a preceding CD45+ enrichment had been performed, the numbers were occasionally lower although always at least 10000 events. Time plots were inspected to ensure the flow had been stable during the analyses. Data analysis was performed with FlowJo version 10.7.1 (FlowJo LLC, Ashland, OR, USA). Gating strategies are found in **Supplementary Figures 2–4**. Fluorescence minus one (FMO) staining was performed for FAP, CD11b, CD3, CD4, CD8 and CD25. For CD206, a control staining similar to an FMO was performed but with the inclusion of an isotype control antibody conjugated with the same fluorophore as the anti-CD206 antibody. To avoid spillover of emission signals from other channels, all panels underwent a compensation procedure prior to running samples, using the BD FACS Diva software version 8.0.1 (BD Biosciences, San Jose, CA, USA). A list of antibodies can be found in **Supplementary Table 3**.

### 2.4 Purification of CD45^+^ cells

To enrich the leukocyte population of whole tumor suspensions for flow cytometry analysis or FACS sorting, the CD45^+^ population was enriched by magnetic-activated cell sorting. Single-cell suspensions were counted, centrifuged at 300 g for 5 minutes at RT, and then resuspended in 90 μL of FACS buffer with 10 μL FcR blocking reagent (Miltenyi Biotec) per 10^7^ cells. Cells were incubated for 10 minutes at 4°C and subsequently labeled with 10 μL CD45 MicroBeads (Miltenyi Biotec, Bergisch Gladbach, Germany) per 10^7^ cells and incubated for 20 minutes at 4°C. After incubation, cells were washed once with FACS buffer and loaded onto LS columns (Miltenyi Biotec, Bergisch Gladbach, Germany) placed in a magnetic MACS MultiStand (Miltenyi Biotec, Bergisch Gladbach, Germany). The column was washed once with 2 mL FACS buffer, and subsequently the CD45^+^ fraction was eluted from the column.

### 2.5 Fluorescence activated cell sorting

The CD45^-^ fraction left after CD45^+^purification was used to sort FAP^+^ CAFs from the tumors. CD45^-^ cell suspensions were stained with a live/dead marker and FAP-Biotin (R&D Systems, Minneapolis, MN, USA) followed by secondary staining with streptavidin as described above. Up to 3 x 10^5^ cells were sorted into PBS. The samples were sorted using a FACS Aria I cell sorter (BD Biosciences, San Jose, CA, USA). Immediately after sorting, cells were processed for RNA isolation.

### 2.6 Shear rheology

The relative stiffness of tumors was measured by shear rheology using a DHR-2 rotational rheometer (TA Instruments, New Castle, DE, USA). After excision, tumors were kept in PBS on ice and measurements were taken the same day. Tumors were cut using a scalpel, and disks of 8-mm diameter were obtained using a biopsy punch. Measurements were performed using an 8-mm parallel plate geometry at 21°C, at a fixed angular frequency of 1 rad/s, and an increasing strain from 0.1 to 2%. Storage modulus (G′) was extracted at 0.3% strain (shown to be within the linear viscoelastic response range).

### 2.7 RNA isolation

RNA was isolated from sorted cells or tumor fragments using the RNeasy^®^ Mini Kit (Qiagen, Venlo, The Netherlands) according to the manufacturer’s protocol. When isolating RNA from sorted cells, the cells were centrifuged for 5 minutes at 300 g and lysed by resuspension in 350 μL RLT lysis buffer. When isolating RNA from tumor tissue, a tumor fragment of approximately 30 mg was placed in a 2 mL microcentrifuge tube with 500 µL RLT buffer containing 1:100 β-mercaptoethanol and a 5 mm stainless steel bead. The tumor fragment was homogenized with a TissueLyser (Qiagen, Venlo, The Netherlands) for 3 minutes at a frequency of 25/s. The bead was removed, and the samples were spun down at top speed (21,000 *g*) for 3 minutes. A volume of 350 µL lysate was used for RNA isolation. Isolated RNA was stored at -80°C until further analysis. Concentration, purity, and integrity of RNA extracts were measured using the Agilent RNA 6000 Nano Kit and the Agilent 2100 Bioanalyzer (both from Agilent Technologies, Santa Clara, CA, USA) according to manufacturer’s instructions.

### 2.8 qRT-PCR

Reverse transcription of RNA was done using the iScript cDNA Synthesis Kit (Bio-Rad Laboratories, Hercules, CA, USA) according to the manufacturer’s instructions to obtain complementary DNA (cDNA). Controls without reverse transcriptase and controls without template were included. The quantitative real-time PCR (qRT-PCR) was done using the Brilliant III Ultra-Fast SYBR Green QPCR Master Mix (Agilent Technologies, Santa Clara, CA, USA) according to the manufacturer’s instructions. The program used was: 3 minutes at 95°C, 40 cycles of 5 seconds at 95°C, 40 cycles of 20 seconds at 60°C, and a melting curve analysis of 65-95°C with 0.5°C increment, 5 seconds per step. qRT-PCR was performed using an AriaMX Real-Time PCR System (G8830A, Agilent Technologies, Santa Clara, CA, USA). Samples were run in triplicates and normalized to the internal reference gene, *Actb*. Relative fold changes were calculated using the comparative cycle threshold (ΔΔCT) method. Primers were designed using the Primer-BLAST tool ((National Center for Biotechnology Information, National Institutes of Health, Bethesda, MD, USA). Primer sequences are listed in **Supplementary Table 4**.

### 2.9 RNA sequencing and analysis

A total of 1000 ng RNA from tumor fragments and 400 ng RNA from sorted CAFs was prepared for sequencing using polydT enrichment according to the manufacturer’s protocol (Illumina, San Diego, CA, USA). Library preparation was performed using the NEBNext RNA library prep kit (Illumina, San Diego, CA, USA). The library quality was assessed using a Fragment Analyzer (Agilent, Santa Clara, CA, USA) followed by library quantification using the Illumina library quantification kit. Sequencing was done on a NovaSeq 6000 platform (Illumina, San Diego, CA, USA). Sequenced reads were aligned to the mouse reference mm10 genome using STAR, version 2.5.0 (50). The gene expression count matrix was generated using HOMER (51).

All analyses were performed with R. Differential expression analysis was performed using the DESeq2 package. Principal component analysis was performed using the prcomp package. z-score normalized RPKM values of selected genes were used to generate heatmaps using the pheatmap package. Fuzzy clustering was performed using VSClust (52). The gene lists used for illustrating myeloid factors, lymphoid factors, and stromal factors were based on gene lists by NanoString Technologies. The gene lists used for illustrating collagens and core matrisome genes were from the matrisomeDB (53, 54). The gene lists used for illustrating immunosuppressive factors and MMPs were self-generated.

### 2.10 CIBERSORT analysis

The computational framework of the CIBERSORT analytical tool (55), along with the developed ImmuCC signature matrix (non-tissue specific) (56), suitable for the deconvolution of mouse bulk RNA-Seq data, were used to characterize and quantify 25 immune cell subtypes. The ImmuCC signature matrix consists of 511 genes and 489 genes from our bulk RNAseq data were mapped (22 missing).

For deconvolution of the bulk RNAseq samples with CIBERSORT, RPKM pre-normalized data were used to produce the input mixture matrix. Additionally, the analysis included both CIBERSORT-Relative and CIBERSORT-Absolute modes. While CIBERSORT-Relative represents immune cell fractions, which are relative to the total immune content, therefore suitable for intra-sample comparisons, CIBERSORT-Absolute produces a score that quantifies the abundance of each cell type, making it appropriate for intra-sample comparisons between cell types as well as inter-sample comparisons of the same cell type. The CIBERSORT outputs were generated by performing 1000 permutations and by disabling the quantile normalization parameter.

For the purposes of this study, three population schemes were defined, resulting in the aggregation of some of the 25 immune sub-populations. Furthermore, the CIBERSORT estimates were averaged across cell line replicates, to generate one estimate/score per cell line.

Total absolute scores for sub-populations merged were calculated as the sum of the sub-populations. The relative fractions were re-calculated based on the new total immune content of each scheme. The CIBERSORT software source code in R was obtained from the website: https://cibersort.stanford.edu/, after registration and request for access and download.

### 2.11 Histology

Tumors were fixed in 4% formaldehyde overnight at 4°C. Samples were transferred to 70% ethanol and stored at 4°C until paraffin embedding. Tissues were embedded in paraffin and cut into 3.5 μm tissue sections. Sections were deparaffinized with xylene and hydrated through ethanol/water dilutions. For the detection of fibrillar collagen, sections were stained with 0.1% Sirius red diluted in saturated picric acid (Ampliqon, Odense, Denmark) and counterstained with Weigert’s hematoxylin. Images of stained sections were acquired using a light microscope with polarization filters. Picrosirius red (PSR) positive areas were quantified with Qupath software (ver. 0.2.3) (57) using the Qupath Pixel Classifier with full resolution. Positive and negative areas were manually assigned on several sections, and these were used to train the Pixel Classifier until it could reliably detect positive areas. Ten squares were randomly distributed across each section and the trained Pixel Classifier was run on these. The average of the 10 squares was determined for each section.

### 2.12 Statistics

Data analyses, statistical analyses, and graph generations were performed with Prism 8 (GraphPad) unless otherwise stated. Correlations between percentage collagen positive area and storage modulus and percentage FAP^+^ CAFs were assessed by Pearson rank correlations. Asterisks in the graphs indicate significance as described in respective figure legends. Differences were considered statistically significant at p < 0.05.

## 3 Results

### 3.1 Murine tumor models display distinct gene expression profiles indicative of differences in the tumor microenvironment

To study the TME formed in different mouse tumor models, we selected a panel of commonly used syngeneic mouse models representative of some of the most common human cancer types (**Figure 1A**). Five of the murine cell lines (EO771.LMB, B16-F10, LL/2, Pan02, and MC38) are derived from C57BL/6 mice, while CT26 is derived from BALB/c mice (**Figure 1A**). B16-F10 will be referred to hereafter as B16, EO771.LMB as EO771, and LL/2 as LL2. The inoculated B16, LL2, MC38 and CT26 cells all formed fast growing tumors, whereas EO771 and Pan02 displayed slower growth kinetics (not shown). Pan02 tumors grew particularly slowly and had a strong tendency to develop severe tumor ulceration. When tumor volumes exceeded 150 mm^3^, 50% of mice with Pan02 tumors had developed ulcers compared to maximum 23% of other tumor-bearing mice (**Figure 1A**). Ulcerating tumors were excluded from subsequent analyses of the TME.

**Figure 1:**
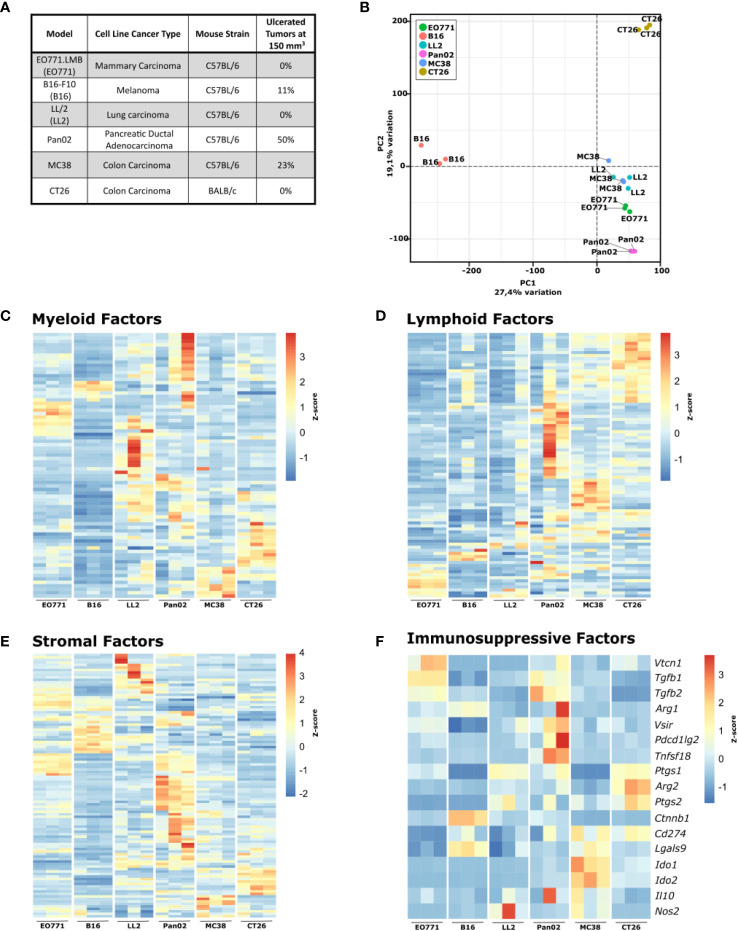
Six commonly used murine syngeneic tumor models show distinct gene expression profiles. **(A)** Table summarizing the tumor models, cancer type, origin, and rate of ulceration. **(B)** Principal component analysis (PCA) plot of RNA isolated from tumor fragments derived from the indicated cell lines. C-F) Heatmaps of normalized (Z-score) RNAseq read counts of genes encoding myeloid factors **(C)**, lymphoid factors **(D)**, stromal factors **(E)**, and immunorsuppressive factors **(F)**.

For a detailed comparison of the six tumor models, we initially analyzed the tumors by RNAseq (full gene expression dataset in **Supplementary Table 1**). 

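Tumors of 5 models, B16, EO771, LL2, MC38 and Pan02, were analysed here, with 3 tumors of each and 15 in all. CT26 tumors were not analysed here. RNA of whole tumor fragments was selected for poly(A) tails and sequenced, and the authors aligned the reads to the mm10 genome with STAR and counted them with HOMER over the exons of each RefSeq transcript, on both strands together. The table that the authors deposited holds these expected counts in steps of 0.5, without normalization. Because most reads of a gene with several transcripts are counted on each of them, every gene was represented by the transcript with the largest mean count over the 15 tumors, which gave 24940 gene symbols. The sum of counts on these transcripts ranged from 10035180 to 20207567 (median 16541415.5) in B16 tumors, from 11496860.5 to 19002304 (median 11772295) in EO771, from 14756978 to 19093664.5 (median 16323005.5) in LL2, from 13385621 to 19124255 (median 18806290) in MC38 and from 15856333 to 21946495 (median 17604705) in Pan02. Counts were normalized by edgeR's TMM method and are given as CPM, and 3 counts were taken as the floor, which covers counting error only. The 15732 genes with enough counts by edgeR's filterByExpr were tested by its quasi-likelihood F test, first over the 5 models and then for each model against the mean of the other 4, with Benjamini-Hochberg adjustment. A gene was counted as higher or lower in a model at an adjusted p under 0.05 and a log2 fold change of at least 1 either way. A named gene or a score is said to pass the threshold, or to keep its call, at an adjusted p under 0.05 alone, whatever the size of its change. The tests of the models, the gene lists, the rule for naming genes and most of the alternative settings were chosen before the data were examined. Log2 fold changes, which follow some gene names in parentheses, are those of a model against the mean of the other 4, and errors of CPM values are SDs over n = 3 tumors.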

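The first 4 principal components of log2(CPM + 1) over the tested genes held 38.7, 23.5, 16.1 and 11.9% of the variance. For each of the 15 tumors, the nearest tumor by Euclidean distance over these genes was of its own model. Distances between tumors of the same model ran from 28.8 to 92.7 (median 54.5) and distances between tumors of different models from 113 upward (median 158), so the 2 ranges did not overlap. The alternative that moved the share of the leading pair of components most was a PCA on RPKM without logarithm and scaled by gene, which lowered it from 62.2 to 50.9%. Of the tested genes, 14336 differed among the 5 models at an adjusted p under 0.05 (edgeR).

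**Figure D1:**
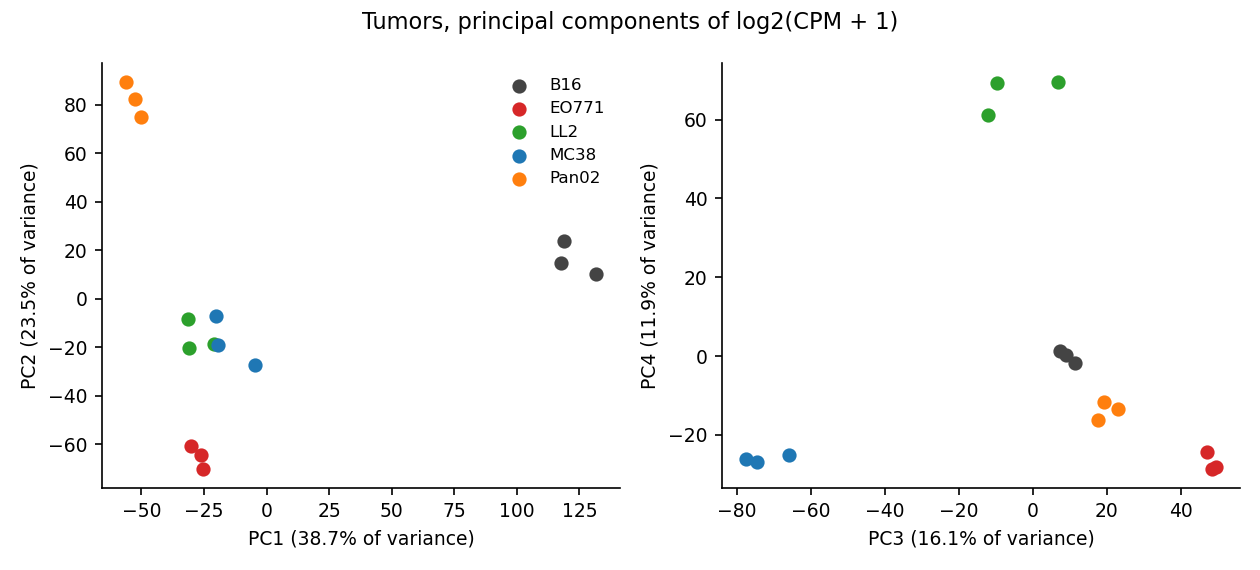
Principal components 1 and 2 (left) and 3 and 4 (right) of log2(CPM + 1) for the 15 tumors, 1 point per tumor, colored by model, with the share of variance in percent on each axis. The 3 tumors of each model lie next to each other.

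Against the mean of the other models, B16 tumors had 2063 genes higher and 3079 lower, EO771 tumors 1528 and 2149, LL2 tumors 1339 and 1305, MC38 tumors 1768 and 1295, and Pan02 tumors 2960 and 1246. These counts moved most when the fold change threshold was dropped, which gave 9984 genes in B16 and 6643 in LL2. With each tumor left out in turn, the B16 count stayed between 4773 and 5320 genes. Genes with an adjusted p under 0.05, a mean of at least 10 CPM in a model and all 3 of its tumors above the other 12 numbered 1868 in B16, 1272 in EO771, 693 in LL2, 938 in MC38 and 1059 in Pan02, where chance puts the 3 tumors of a model on top for 0.220% of genes. The 3 of them with the largest rise in B16 were *Gsdmc* (79.3 ± 26.3 CPM, at most 0.136 CPM in any other tumor), *Gpr143* (61.5 ± 4.22 CPM, at most 0.204 CPM elsewhere) and *Tyrp1*, which encodes a melanosome protein and had a log2 fold change of 10.69 (standard error 0.32, adjusted p = 8.2e-12). In EO771 they were *Sohlh2* (30.4 ± 1.66 CPM), *Gm364* (103 ± 3.79 CPM) and *Hand1* (168 ± 17.7 CPM), each listed at more than the floor in at least 1 MC38 tumor. In LL2 they were *Nefl* (28.5 ± 4.46 CPM), which shares 32.8% of its exon bases with another gene, *Rhox2g* (24.3 ± 1.31 CPM), a member of a family of similar genes among which reads could have been split, and *Dkk2*, with a log2 fold change of 7.20 (standard error 0.30, adjusted p = 2.1e-09). In MC38 they were *Elavl2* (14.4 ± 2.02 CPM, at most 0.0849 CPM elsewhere), *Fam159b* (126 ± 31.5 CPM), whose exon bases all carry the symbol *Shisal2b* on the same strand in the exon annotation, and *Tex13b*, with a log2 fold change of 8.48 (standard error 0.15, adjusted p = 3.2e-13). In Pan02 they were *Chil4*, which has a close paralog and a log2 fold change of 10.65 (standard error 0.58, adjusted p = 9.1e-09), *Slurp1* (51.3 ± 22.3 CPM, at most 0.125 CPM elsewhere) and *Ehf* (103 ± 77.8 CPM).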

A principal component analysis (PCA) highlights the profound differences in the gene expression pattern between the tumor models (**Figure 1B**). 

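The lists behind the myeloid and lymphoid heatmaps are not named gene by gene in the paper's text, so marker lists written before the data were examined stand in for them. Of 42 tested myeloid genes, 38 differed among the 5 models at an adjusted p under 0.05, and 38 when adjusted over the list alone. Of 49 tested lymphoid genes, 21 differed, and 18 when adjusted over the list alone. Within these compartments, all 8 macrophage genes and all 4 B cell genes differed, against 1 of 6 NK cell genes. None of the 6 T cell genes and neither of the Cd8 genes differed, and the count was also 0 at an unadjusted p under 0.05. Genes of the tissues from which the cancer cells derive differed as well, with 10 of 10 melanocyte genes and 9 of 9 epithelial genes, as did 8 of 8 endothelial genes. Among single markers, *S100a8* was highest in LL2 tumors, with a log2 fold change of 4.09 (standard error 0.44, adjusted p = 8.2e-06). *Itgax* was raised in EO771 tumors (1.71, adjusted p = 0.00042). *Csf1r* (1.60, adjusted p = 0.00024), *Cd4* (1.81, adjusted p = 0.00063), *Cd74* (2.10, adjusted p = 0.001) and *Ccr7* (1.85, adjusted p = 0.0012) were raised in Pan02 tumors, the last of which passed the threshold only with Pan02 tumor 2 in the set (0.82 and adjusted p = 0.070 without it). For *Adgre1* (0.53, adjusted p = 0.11) and *Cd3e* (0.92, adjusted p = 0.17) in Pan02 the change did not pass the threshold with all tumors, but *Adgre1* passed it without Pan02 tumor 1 (0.90, adjusted p = 0.00079) and *Cd3e* without LL2 tumor 3 (1.32, adjusted p = 0.014).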

The transcriptomic differences were expected since the used cancer cell lines originate from different tissues, but analysis of the expression of genes related to myeloid cells (**Figure 1C**) and lymphoid cells (**Figure 1D**) indicated that formation of distinct TMEs also contributed to the observed global gene expression differences. 

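A list score was computed for each tumor as the mean of log2(CPM + 1) over the tested genes of the list, and each model was compared with the other 12 tumors by a 2-sided exact permutation test over all splits of the 15 tumors, where the smallest possible p is 0.0022. P values were adjusted over 62 tests. The myeloid score of B16 tumors was 3.37 ± 0.29 (SD, n = 3), 1 of the values lying at 3.04 and all 3 below every other tumor, a difference of -1.34 from the others (exact p = 0.0022, adjusted p = 0.015). EO771 tumors had a myeloid score of 4.24 ± 0.05 (SD, n = 3), a difference of -0.25 that did not pass the threshold (exact p = 0.63, adjusted p = 0.85). B16 and EO771 tumors together differed from the other 9 by -1.06 (exact p = 0.0018, adjusted p = 0.015). For the lymphoid list no such difference passed the threshold. The difference was -0.19 in B16 (exact p = 0.65), -0.46 in EO771 (exact p = 0.26) and -0.44 for both together (exact p = 0.18, adjusted p = 0.40). The highest lymphoid score was that of MC38, 2.79 ± 0.07 (SD, n = 3), 0.66 above the others (exact p = 0.086, adjusted p = 0.30). By narrower lists, B16 tumors were lowest in macrophage genes (difference -1.78) and B cell genes (-1.004), each with an exact p = 0.0022 and an adjusted p = 0.015, and MC38 tumors were highest in NK cell genes (1.27, with the same p values). For B cell genes the B16 call of the exact test was lost when the list genes with few counts were included (difference -0.80, adjusted p = 0.082). T cell genes were highest on average in Pan02 tumors, by 0.76 (exact p = 0.15, adjusted p = 0.36).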

All tumor models have discrete expression profiles of genes related to both myeloid and lymphoid cells, with B16 and EO771 tumors having gene expression profiles indicative of low immune infiltration. 

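Of 50 tested genes of a stromal list, again written beforehand in place of the study's, 49 differed among the models, and 49 when adjusted over the list alone. The stromal score was 8.02 ± 0.01 (SD, n = 3) in Pan02 tumors, above every other tumor and 1.90 above their mean (exact permutation p = 0.0044, adjusted p = 0.027). In B16 tumors it was 4.88 ± 0.44 (SD, n = 3), below every other tumor, with a difference of -2.02 (exact p = 0.0022, adjusted p = 0.015). EO771, LL2 and MC38 tumors lay between, with differences of 0.03, -0.04 and 0.13 and exact p = 0.96, 0.95 and 0.84. The largest collagen transcript, *Col1a1* (NM_007742, chromosome 11 from 94936224 to 94953042 of mm10), had 24048 ± 3283 CPM in Pan02 and 484 ± 281 CPM in B16, and its log2 fold change in Pan02 was 3.77 (standard error 0.40, adjusted p = 3.5e-06). *Col1a2* (3.70, adjusted p = 3.4e-06), *Col3a1* (2.59, adjusted p = 0.00011), *Acta2* (2.96, adjusted p = 8.0e-06) and *Fap* (2.43, adjusted p = 0.00011) were raised in Pan02 too. *Rgs5* did not pass the threshold (0.69, adjusted p = 0.079), except without LL2 tumor 1 (0.84, adjusted p = 0.021) or MC38 tumor 3 (0.85, adjusted p = 0.014). *Pdgfra* was raised in LL2 tumors (1.94, adjusted p = 1.4e-05). The endothelial score differed less, with its largest difference in EO771 (0.69, exact p = 0.070, adjusted p = 0.26). In comparison, the melanocyte score was 8.63 higher in B16 tumors than in the others and the epithelial score 3.97 higher in Pan02 tumors, both with an exact p = 0.0022 and an adjusted p = 0.015.

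**Figure D2:**
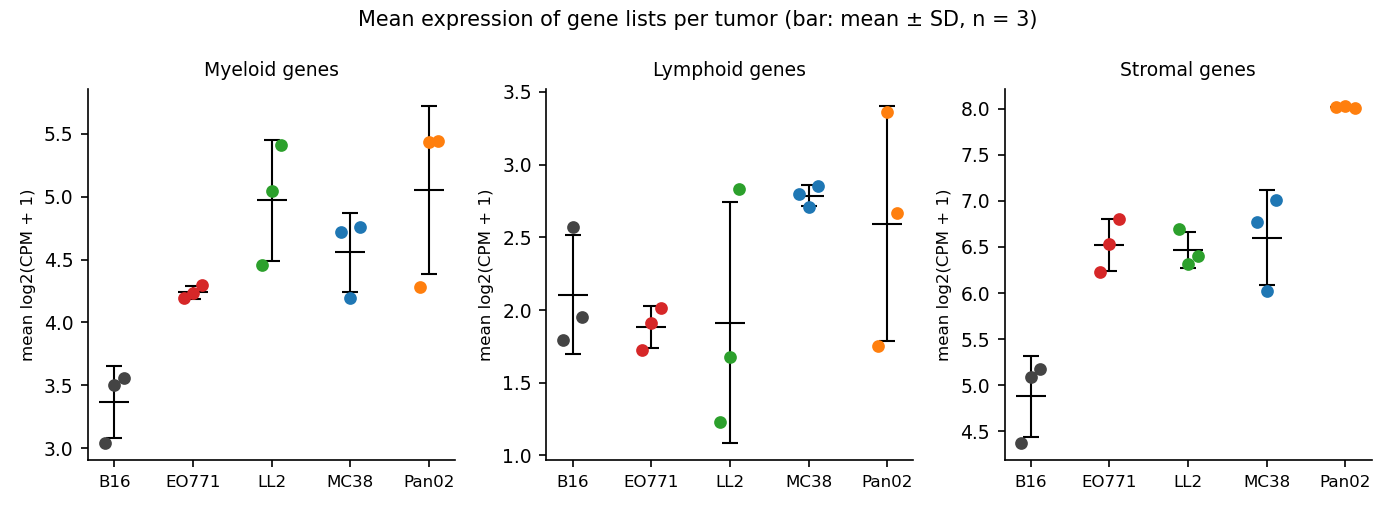
Mean log2(CPM + 1) of the myeloid, lymphoid and stromal lists, 1 point per tumor, grouped by model, with bars for the mean ± SD (n = 3). The stromal score separates Pan02 tumors at the top and B16 tumors at the bottom, and the lymphoid scores of the models overlap.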

Expression analysis of genes encoding stromal factors also showed large differences in the stromal compartment between the tumor models (**Figure 1E**). To investigate the influence of tumor-infiltrating T cells on tumor growth, B16, Pan02, MC38, and CT26 cells were subcutaneously injected into athymic nude mice that lack functional T cells and at the same time into immunocompetent wildtype mice. MC38 and CT26 cancer cells harbor many mutations and are considered immunogenic tumor models (58). As expected, MC38 and CT26 grew substantially faster in nude mice, suggesting high immunogenicity of these tumor models (**Supplementary Figures 1A, B**). B16 and Pan02 tumor growth were not different in nude mice compared to wildtype mice (**Supplementary Figures 1C, D**). Interestingly, gene expression analysis of a panel of immunosuppressive factors showed obvious differences between the tumor models, indicating that they depend on different mechanisms for immune escape (**Figure 1F**). 

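Of the 17 immunosuppressive genes labelled in Fig. 1F, 16 were tested and 15 differed among the 5 models at an adjusted p under 0.05, also 15 when adjusted over the list alone. As the paper does not state whether the panel was chosen on these tumors, the latter is not taken as independent evidence. *Vtcn1* had too few counts to be tested. B16 tumors had the highest *Ctnnb1*, with a log2 fold change of 1.67 (standard error 0.09, adjusted p = 3.4e-09), and the highest mean of *Lgals9* (0.79, adjusted p = 0.00087); *Ctnnb1* shares 20.9% of its exon bases with other genes. EO771 tumors had the highest *Tgfb1*. LL2 tumors had the highest means of *Nos2* (2.74, adjusted p = 5.5e-05), *Ptgs1* (2.56, adjusted p = 1.1e-07) and *Ptgs2* (3.36, adjusted p = 7.5e-05). In Pan02 tumors *Tnfsf18* (4.53, adjusted p = 3.7e-07), *Pdcd1lg2* (3.03, adjusted p = 0.00094) and *Vsir* (1.24, adjusted p = 0.00054) had their highest means. *Arg1* (NM_007482, chromosome 10 from 24915207 to 24927470) varied widely between tumors of a model, with 549 ± 655 CPM in Pan02, where its log2 fold change was 3.30 (standard error 0.58, adjusted p = 0.00027), 187 ± 50.3 CPM in LL2 (log2 fold change 1.36, adjusted p = 0.096) and 38.8 ± 8.76 CPM in B16 (-1.48, adjusted p = 0.1). The LL2 change passed the threshold without Pan02 tumor 3 (1.74, adjusted p = 0.013) or MC38 tumor 1 (1.71, adjusted p = 0.023), and the B16 change without Pan02 tumor 1 (-1.61, adjusted p = 0.034). *Il10* did not pass it in Pan02 (0.86, adjusted p = 0.16), and 1 tumor decided its direction, since the log2 fold change was -0.40 without Pan02 tumor 2, while without Pan02 tumor 1 it was 1.32 and passed the threshold (adjusted p = 0.021). *Arg2*, 28.1% of whose exon bases lie in other genes too, reached 2.55 ± 0.195 CPM in LL2 (0.81, adjusted p = 0.022) and lost its call without LL2 tumor 1 (0.82, adjusted p = 0.065) or LL2 tumor 2 (0.75, adjusted p = 0.092).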

Even between the two immunogenic colorectal cancer models MC38 and CT26, clear differences were observed. MC38 tumors have a particularly high expression of *Ido1* and *Ido2*, whereas CT26 tumors express high levels of *Arg2*, *Ptgs1*, and *Ptgs2* encoding arginase-2, COX-1, and COX-2, respectively.

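*Ido1* (NM_008324, chromosome 8 from 24584133 to 24596952) and *Ido2* (NM_145949, chromosome 8 from 24531892 to 24576333) are neighboring genes that encode indoleamine dioxygenases. The mean level of *Ido1* was 25.7 ± 5.45 CPM in MC38 tumors, with a range from 21.4 to 31.8, 2.59 ± 1.80 CPM in Pan02 and at most 0.438 CPM in any B16, EO771 or LL2 tumor. Its log2 fold change in MC38 was 6.22 (standard error 0.39, adjusted p = 6.6e-08). *Ido2* reached 33.6 ± 6.27 CPM in MC38, 5.88 ± 1.89 CPM in Pan02 and at most 1.15 CPM in the other 3 models, with a log2 fold change of 5.14 (standard error 0.27, adjusted p = 1.3e-08). For both genes each MC38 tumor lay above all 12 other tumors. CT26 tumors were not analysed here.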

### 3.2 Flow cytometry analysis of the TME unveil different immune cell compositions between tumor models

To further characterize the distinct TME of the six tumor models, we analyzed the cellular composition of single cell suspensions of tumors by flow cytometry. The TME was characterized with a special focus on immune cell populations but also on the presence of other cell types such as CAFs and endothelial cells (for gating strategy see **Supplementary Figures 2–4**).

First, the overall immune infiltrate defined as CD45^+^ cells was quantified as well as non-immune cells such as CAFs (**Figure 2A**). The tumor models showed large variations in CD45^+^ cell infiltration, extending from poorly immune-infiltrated tumor models (EO771, CT26, and B16) to highly immune-infiltrated models such as MC38 and Pan02 (**Figure 2A**). The percentage of CAFs varied greatly between tumor models with the breast cancer model EO771 displaying the highest amount of CAFs (**Figure 2A**). Upregulation of PD-L1 by cancer cells or myeloid cells including tumor-associated macrophages (TAMs) is a common mechanism employed by tumors for evading immune-mediated elimination (2). Our analysis showed that PD-L1 expression was generally lower on cancer cells (CD45^-^FAP^-^CD31^-^) compared to immune cells (CD45^+^) (**Figures 2B, C**), but with some tumor models such as CT26 having a relatively high level of PD-L1 expression on cancer cells (**Figure 2B**). The expression of PD-L1 on immune cells followed a similar pattern with highest expression in MC38 and CT26 tumors (**Figure 2C**). Moreover, we observed expression of PD-L1 by CAFs, with a particularly high expression of PD-L1 on CAFs from CT26 and MC38 tumors (**Figure 2D**).

**Figure 2:**
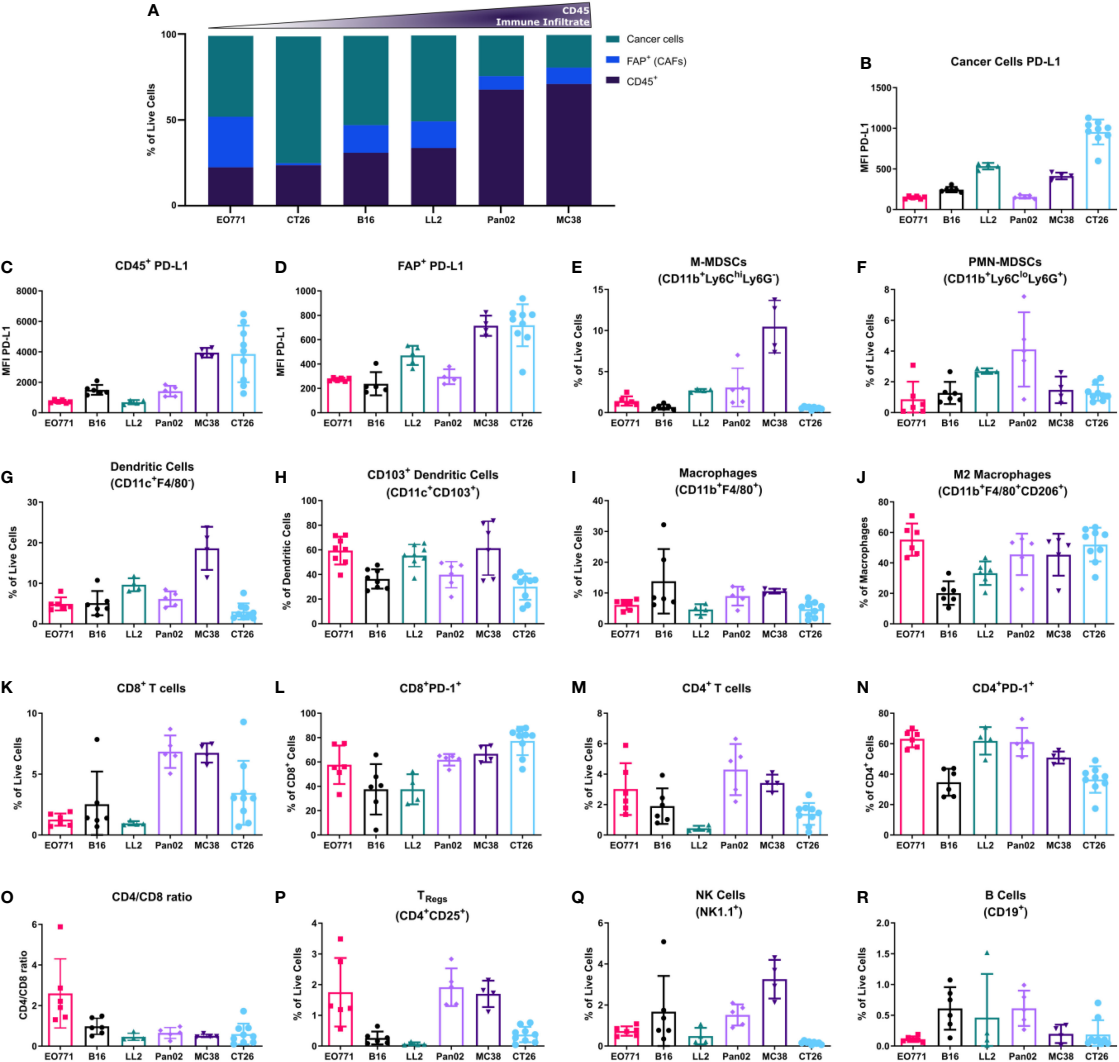
Flow cytometry analysis of the tumor microenvironment unveils different composition of immune populations across tumor models. **(A)** Histogram summarizing the median abundance (% of live cells) of cancer cells, CAFs, and immune cells; (B-R) PD-L1 median fluorescence intensity (MFI) expression on cancer cells **(B)**, CD45+ cells **(C)**, and FAP+ CAFs **(D)**; percentage of M-MDSCs **(E)**, PMN-MDSCs **(F)**, and dendritic cells **(G)** out of living cells; percentage of CD103+ dendritic cells out of all dendritic cells **(H)**; percentage of macrophages out of living cells **(I)**; percentage of M2-like macrophages out of all macrophages **(J)**; percentage of CD8+ T cells out of living cells **(K)**; percentage of PD-1+ CD8+ T cells out of all CD8+ T cells **(L)**; percentage of CD4+ T cells out of living cells **(M)**; percentage of PD-1+ CD4+ T cells out of all CD4+ T cells **(N)**; CD4/CD8 ratio **(O)**; percentage of TRegs **(P)**, NK cells **(Q)**, and B cells **(R)** out of living cells. **(A-D)** are based on the general flow cytometry panel, **(E-J)** are based on the myeloid flow cytometry panel, and **(K-R)** are based on the lymphoid flow cytometry panel.

To expand our characterization of the TME, we analyzed the composition of tumor-infiltrating immune cells. Myeloid cells were divided into monocytic myeloid-derived suppressor cells (M-MDSCs) (CD11b^+^F4/80^-^Ly6C^hi^Ly6G^-^), polymorphonuclear (PMN)-MDSCs (CD11b^+^F4/80^-^Ly6C^lo^Ly6G^+^), dendritic cells (F4/80^-^CD11c^+^), and TAMs (CD11b^+^F4/80^+^). The M-MDSCs comprised a large fraction of the total number of cells in MC38 tumors and a low fraction in B16 and CT26 tumors (**Figure 2E**). In contrast, PMN-MDSCs made up a small fraction of cells in MC38 tumors and instead a larger fraction in the Pan02 and LL2 tumor model (**Figure 2F**). Dendritic cells made up a large fraction of cells in LL2 and MC38 tumors (**Figure 2G**). CD103^+^ dendritic cells are critical for the generation of anti-tumor immune responses (59). We therefore analyzed the fraction of dendritic cells that belonged to this subset across the tumor models. In EO771, LL2, and MC38 tumors, CD103+ dendritic cells comprised a large fraction of dendritic cells, whereas this fraction was slightly smaller in the B16, Pan02, and CT26 tumors (**Figure 2H**).

TAMs made up a comparable proportion of cells across most of the tumor models, with a slightly larger fraction in B16 and MC38 tumors (**Figure 2I**). The fraction of TAMs that were CD206^+^, which is an indicator of M2 polarization, was smallest in B16 tumors followed by LL2 tumors and equally large in the other models (**Figure 2J**).

The infiltration of lymphoid cells in the TME was also assessed. Notably, the largest amount of CD8^+^ T cells was observed in Pan02, MC38, and CT26 tumors (**Figure 2K**). Within the CD8^+^ T cell population, the proportion of PD-1^+^ cells was highest in CT26 tumors and lowest in B16 and LL2 tumors (**Figure 2L**). CD4^+^ T cells were most abundant in EO771, Pan02, and MC38 tumors (**Figure 2M**). The fraction of PD-1^+^CD4^+^ T cells was largest in EO771, LL2, and Pan02 tumors (**Figure 2N**). The differences in infiltration of CD8^+^ and CD4^+^ T cells led to a CD4/CD8 ratio that was high in EO771 tumors, intermediate in B16 tumors, and low in the other tumor models (**Figure 2O**). The highest numbers of CD25^+^CD4^+^ T cells, which in mice primarily represent regulatory T cells (T_regs_) (60), were observed in EO771, Pan02, and MC38 tumors (**Figure 2P**). NK cells were most abundant in B16, Pan02, and MC38 tumors and almost completely absent in CT26 tumors (**Figure 2Q**). The number of tumor-infiltrating B cells was very low in all models although slightly higher in B16, LL2, and Pan02 tumors (**Figure 2R**).

### 3.3 Transcriptomic analyses uncover clear immunological diversity between tumor models

To further analyze the immune composition of the TME, we took advantage of the ability to estimate the relative abundance of different cellular components based on RNAseq data. Using the CIBERSORT tool (55), which allows for quantifications of cell fractions from bulk tissue gene expression profiles, we first compared the cell type abundances obtained from RNAseq and flow cytometry.

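The CIBERSORT signature was not used here, and the leukocyte gene *Ptprc*, which encodes CD45, stands in for it (NM_011210, chromosome 1 from 138062859 to 138175305). Its mean was 34.8 ± 10.4 CPM in B16 tumors, 70.6 ± 9.23 CPM in EO771, 71.0 ± 46.3 CPM in LL2, 79.7 ± 40.1 CPM in Pan02 and 102 ± 19.5 CPM in MC38. The log2 fold change was -1.19 (standard error 0.37, adjusted p = 0.013) in B16, and this call was lost without B16 tumor 1 (-1.03, adjusted p = 0.067) or B16 tumor 3 (-1.13, adjusted p = 0.055). In MC38 it was 0.73 (standard error 0.32, adjusted p = 0.074), and it passed the threshold under 3 alternatives, with adjusted p = 0.046 for DESeq2, 0.032 for total-count scaling and 0.025 with the replicate number as a block. It also passed without LL2 tumor 3 (0.90, adjusted p = 0.011) or Pan02 tumor 2 (0.82, adjusted p = 0.042). The spread of *Ptprc* within LL2 and Pan02 exceeded the differences between the means of LL2, EO771 and Pan02.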

The absolute amount of immune infiltration in the tumors estimated using CIBERSORT was largely in line with the CD45^+^ quantification by flow cytometry with the only exception of CT26 that based on the RNAseq data appeared more immune infiltrated compared to the flow cytometry-based analysis (**Figure 3A**, compare to **Figure 2A**). 

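The difference of the lymphoid and the myeloid score, which is the log2 of a ratio, was computed for each tumor after the single scores had been seen. It was -1.26 ± 0.34 (SD, n = 3) in B16 tumors, -1.77 ± 0.25 in MC38, -2.36 ± 0.10 in EO771, -2.46 ± 0.36 in Pan02 and -3.06 ± 0.42 in LL2. B16 tumors lay 1.15 above the other 12 (exact permutation p = 0.0066, adjusted p = 0.022 over the 5 models) and LL2 tumors differed by -1.10 (exact p = 0.0088, adjusted p = 0.022). With 1 tumor of the model fewer, some calls of the exact test were lost, in B16 without tumor 1 (1.14, adjusted p = 0.082) or tumor 2 (0.98, adjusted p = 0.082), and in LL2 without tumor 1 (-1.01, adjusted p = 0.11) or tumor 2 (-0.94, adjusted p = 0.14). These scores are list means over unlike numbers of genes, so only the order of the models can be read from them, not cell numbers.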

The estimated ratio of lymphoid to myeloid cells was also comparable to the flow cytometry data (**Figure 3B**). Additionally, we observed that the composition of the myeloid compartment differed quite a lot with for instance macrophage infiltration estimated substantially higher by CIBERSORT compared to the quantification by flow cytometry in all the models, except for the B16 tumors (**Figure 3C**). The composition of the lymphoid compartment was similar, although the number of NK cells was generally estimated to be higher compared to our flow cytometry data (**Figure 3C**).

**Figure 3:**
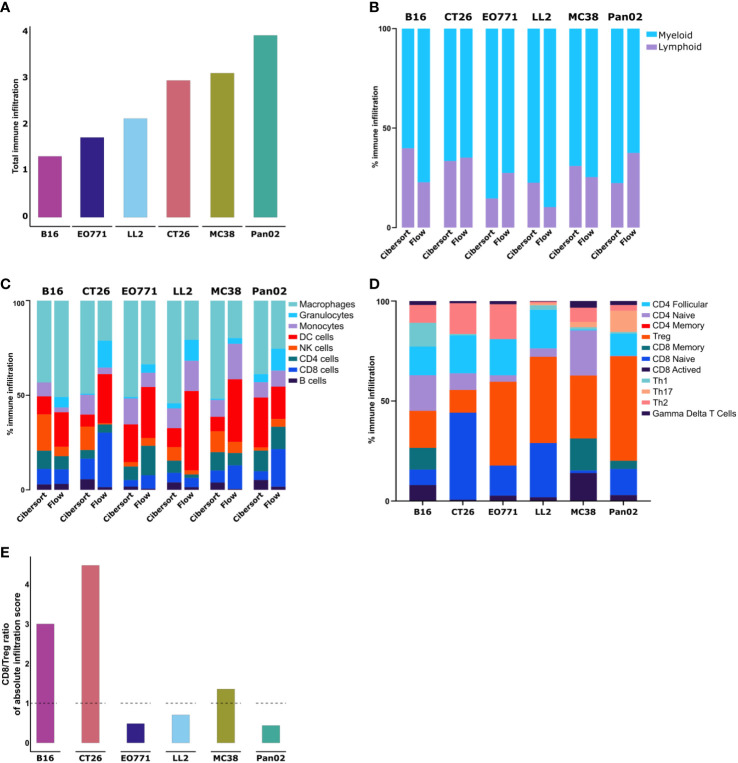
Transcriptomic analysis of whole tumors shows differences in immune cell composition between models. **(A)** Absolute amount of immune infiltration across six tumor models based on RNA isolated from tumor fragments analyzed using the CIBERSORT tool. **(B)** Ratio of lymphoid to myeloid cells based on RNAseq data analyzed using the CIBERSORT tool. **(C)** Comparison of immune cell population abundancies estimated from CIBERSORT and flow cytometry. **(D)** Abundancies of specific T cell subsets across the tumor models. **(E)** Ratio of CD8 to T^regs^ based on absolute infiltration score.

Next, we utilized CIBERSORT to analyze T cell subsets. Notable differences in the composition of T cell subsets were observed between the tumor models (**Figure 3D**). 

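*Cd8a* (NM_001081110, chromosome 6 from 71373427 to 71379171) had 20.0 ± 3.65 CPM in MC38 tumors, 10.8 ± 10.9 CPM in Pan02, 10.1 ± 9.83 CPM in B16, 6.15 ± 8.23 CPM in LL2 and 3.30 ± 1.27 CPM in EO771. Its log2 fold change was 1.55 (standard error 0.66, adjusted p = 0.064) in MC38 and 0.33 (standard error 0.71, adjusted p = 0.7) in B16. For *Cd8b1* these values were 1.27 (adjusted p = 0.14) and 0.49 (adjusted p = 0.58). The B16 value rests on 1 tumor, since without B16 tumor 2 the log2 fold change was -0.87 for *Cd8a* and -0.90 for *Cd8b1*. In MC38, *Cd8a* passed the threshold with total-count scaling (1.70, adjusted p = 0.040) and with the replicate number as a block (1.87, adjusted p = 0.029), and also without B16 tumor 2 (1.84, adjusted p = 0.026), LL2 tumor 3 (2.08, adjusted p = 0.0044) or Pan02 tumor 2 (1.87, adjusted p = 0.019), and *Cd8b1* without LL2 tumor 3 (1.85, adjusted p = 0.016). The mean of both genes was 1.52 higher in MC38 than in the other tumors (exact permutation p = 0.040, adjusted p = 0.20) and 0.18 higher in B16 (exact p = 0.82).

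*Gzmb* (NM_013542, chromosome 14 from 56258836 to 56262334) and *Prf1* (NM_011073, chromosome 10 from 61297836 to 61304263), which encode the cytotoxic proteins granzyme B and perforin, were highest in MC38, with 61.0 ± 6.65 CPM and 29.5 ± 2.58 CPM and log2 fold changes of 2.14 (standard error 0.46, adjusted p = 0.0015) and 1.95 (standard error 0.41, adjusted p = 0.0014). B16 tumors came next by the mean, with 26.4 ± 8.41 CPM and 13.8 ± 4.40 CPM, and log2 fold changes of 0.64 (adjusted p = 0.28) and 0.59 (adjusted p = 0.27). The B16 change of *Prf1* passed the threshold without LL2 tumor 3 (0.88, adjusted p = 0.027). Relative to the Cd8 genes, *Gzmb* and *Prf1* differed from the other tumors by -0.997 in EO771 (exact p = 0.055), -0.94 in Pan02 (exact p = 0.075), 0.90 in LL2 (exact p = 0.088), 0.57 in MC38 (exact p = 0.30) and 0.48 in B16 (exact p = 0.40) on the log2 scale, a ratio added after the data were seen. *Ncr1*, an NK cell gene, was raised in MC38 (1.32, adjusted p = 0.038) but fell short with DESeq2 (adjusted p = 0.056) and in 8 of the 15 fits that each left out 1 tumor, the lowest being 0.82 (adjusted p = 0.29) without MC38 tumor 2.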

The highest fractions of activated CD8^+^ T cells were found in B16 and MC38 tumors, while CT26 tumors had the largest fraction of naïve CD8^+^ cells (**Figure 3D**). 

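*Foxp3* (NM_001199347, chromosome X from 7579676 to 7595243), the marker of T_regs_, had 22.11 ± 8.88 CPM in Pan02 tumors, 14.9 ± 1.98 CPM in B16, 13.3 ± 1.98 CPM in EO771, 12.5 ± 0.617 CPM in MC38 and 10.2 ± 2.46 CPM in LL2. Its log2 fold change was 0.80 (standard error 0.20, adjusted p = 0.0031) in Pan02, and without Pan02 tumor 2 it was 0.49 (adjusted p = 0.056). In LL2 it was -0.58 (standard error 0.22, adjusted p = 0.045), a call that was lost in 11 of the 15 fits that each left out 1 tumor. In B16 it was 0.10 (adjusted p = 0.69) and turned to -0.02 without B16 tumor 3. Relative to the T cell genes, *Foxp3* was 0.55 higher in EO771 than in the other tumors (exact permutation p = 0.13) and differed by -0.57 in MC38 (exact p = 0.13), by 0.03 in B16 (exact p = 0.95), by 0.07 in LL2 (exact p = 0.87) and by -0.07 in Pan02 (exact p = 0.85), none of which passed the threshold after adjustment over the 15 ratios tested (adjusted p = 0.34 at the lowest). These values have a limit, since 19.8% of the *Foxp3* exon bases are shared with other genes, among them *Ccdc22* on the other strand, and reads were counted on both strands. In the mm10 annotation, 590 bases of the last *Foxp3* exon (7592900 to 7595245) lie in exons of *Ccdc22*. *Ccdc22* had 25.8 to 52.4 CPM in the tumors and lay above *Foxp3* in each of them. Its reads may make up a part of the *Foxp3* values. In the CAF libraries, where the mean of the T cell list was at most 0.254 RPKM, *Foxp3* still stood at 0.178 to 0.339 of *Ccdc22*. The size of this part in the tumors was not tested, so *Foxp3* values and their ratios cannot be read as levels of T_regs_ alone.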

Across all models, CT26 tumors contained the lowest fraction of T_regs_, while this population accounted for larger proportions in Pan02, LL2, and EO771 tumors (**Figure 3D**). 

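As a ratio of transcripts, the log2 difference between the mean of *Cd8a* and *Cd8b1* and *Foxp3* was -0.00 ± 0.20 (SD, n = 3) in MC38 tumors, -1.30 ± 1.31 in B16, -1.78 ± 1.13 in LL2, -1.81 ± 0.74 in Pan02 and -1.90 ± 0.58 in EO771. MC38 tumors lay 1.70 above the other tumors (exact permutation p = 0.0088, adjusted p = 0.13 over 15 ratio tests), and without B16 tumor 2 this difference was 1.87 (adjusted p = 0.041). The 3 B16 tumors had values of -1.71, 0.16 and -2.37, and their difference from the other tumors was 0.07 (exact p = 0.91), which became -0.66 without B16 tumor 2. The ratio was added after the data were seen, and its *Foxp3* part carries the overlap with *Ccdc22*. CT26 tumors were not analysed here.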

The predicted ratio of CD8^+^ T cells to T_regs_ was particularly high in CT26 and B16 tumors (**Figure 3E**).

### 3.4 Collagen content and tissue stiffness vary profoundly between tumor models

The ECM constitutes an important component of the TME with multiple tumor-promoting properties (61), including the suppression of immune-mediated killing of cancer cells (23, 27–30). The quantitatively dominant ECM component is collagen type I, which is also an important contributor to increased tissue stiffness of solid tumors.

The mechanical stiffness of excised tumors was measured using shear rheology. Pan02 tumors had the highest tissue stiffness, while B16 tumors had the lowest stiffness (**Figure 4A**). All the other models displayed intermediate levels of stiffness (**Figure 4A**). Picrosirius red (PSR) staining was used to visualize and quantify fibrillar collagen-positive areas in paraffin-embedded tissue sections (**Figures 4B, C**). Pan02 tumors also had the highest levels of intratumorally deposited fibrillar collagen, and B16 tumors had the lowest levels (**Figures 4B, C**). In alignment with these quantifications, a positive correlation between the collagen-positive area and tumor stiffness was observed (**Figure 4D**). CAFs are the main producers of collagen type I in the TME, but the collagen-positive area did not correlate with the number of tumor-infiltrating FAP^+^ CAFs (**Figure 4E**). This suggests that CAFs in the different models can acquire distinct phenotypes, which contribute to collagen deposition and tumor stiffness to various degrees.

**Figure 4:**
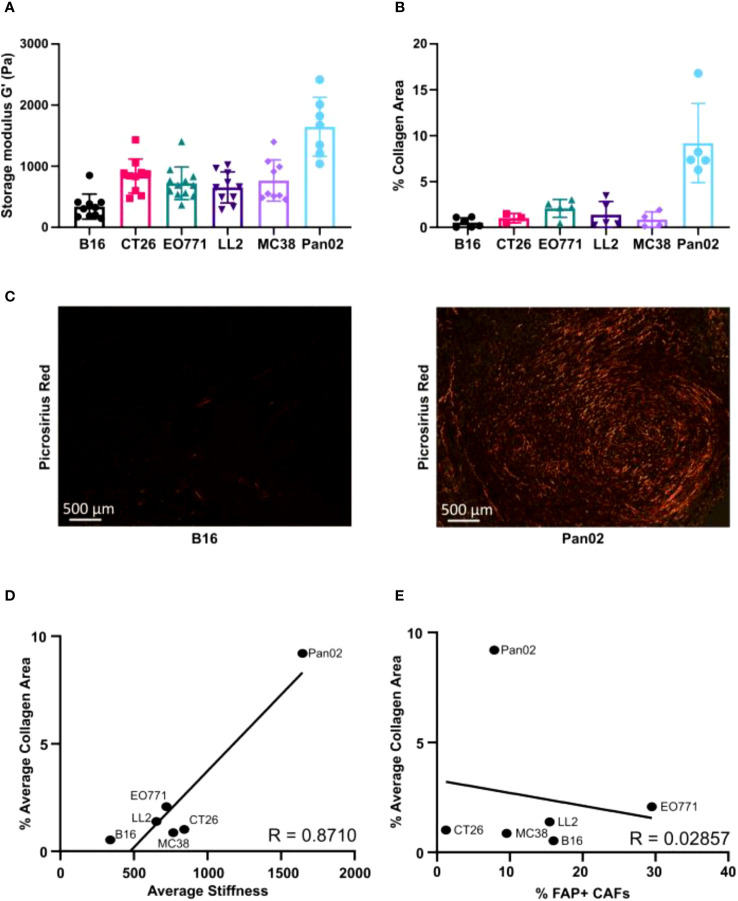
Relative extracellular matrix stiffness measurements by shear rheology varies profoundly between models. **(A)** Measurements of mechanical stiffness (storage modulus) for all the tumor models (n = 7-12). **(B)** Quantification of collagen based on picrosirius red (PSR) staining of paraffin-embedded tissue sections (n = 3-6). **(C)** Representative images of PSR staining in B16 (left) and Pan02 (right) tumor sections. **(D)** Correlation between storage modules (stiffness) and percentage of collagen positive area, analyzed by Pearson rank correlation (R = 0.8710). **(E)** Correlation between percentage of FAP+ CAFs and percentage of collagen positive area analyzed by Pearson rank correlation (R = 0.02857).

### 3.5 Cancer-associated fibroblasts display model-specific transcriptional programs

The cell-surface serine protease FAP is a commonly used CAF-marker that is expressed on the majority of identified CAF subsets (43). To examine if CAFs acquire distinct phenotypes in the different tumor models, FAP^+^ CAFs were FACS-sorted for whole transcriptome analyses. For each tumor model, RNA was successfully obtained from two individual rounds of cell sorting, with the exception of B16 tumors from which we were unable to obtain RNA of sufficiently high quality. 

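CAFs of 4 models, EO771, LL2, MC38 and Pan02, were analysed here, with 2 libraries of each and 8 in all, and CAFs of CT26 tumors were not analysed here. RNA of the sorted FAP+ cells was sequenced as for the tumors. The authors deposited RPKM for each RefSeq transcript, with 3 decimals, which already divide the counts by transcript length and library size. The smallest steps between the values of a library give back the size of 1 count. By them, 1 RPKM on a transcript of 1 kilobase stood for 41.4 and 40.1 counts in the EO771 libraries, 45.3 and 45.7 in LL2, 26.4 and 18.5 in MC38, and 32.4 and 35.8 in Pan02, and these numbers are proportional to the depth of the libraries. Genes were represented by 1 transcript as for the tumors, and the 13598 genes with at least 1 RPKM in at least 2 libraries were tested by limma on log2(RPKM + 1), with a variance trend and Benjamini-Hochberg adjustment, over the 4 models and for each model against the mean of the other 3. The 2 libraries of a model are called a and b here in the order in which they are deposited. The paper took them from separate rounds of sorting, and this order served as the replicate number where that number was made a block. Collagen, core matrisome and myCAF scores were lower in b than in a in all 4 models, and prCAF and leukocyte scores higher (exact p over sign flips = 0.125 for each, the smallest possible). With 2 libraries of a model against 6, an exact permutation test has 28 splits and a smallest p of 0.0357, and no adjusted p over the 48 tests of list scores was below 0.286, or below 0.300 with splits within the replicate number, so differences of list scores are reported as sizes. Log2 fold changes of CAFs are those of a model against the mean of the other 3, and errors are SDs over n = 2 libraries. The sorting marker *Fap* (NM_007986, chromosome 2 from 62500936 to 62574021) had 9.58 ± 0.473 RPKM in LL2 CAFs, 7.84 ± 5.01 RPKM in MC38, 6.81 ± 0.493 RPKM in EO771 and 2.58 ± 0.981 RPKM in Pan02, with a log2 fold change of -1.31 (standard error 0.30, adjusted p = 0.0088) in Pan02. In MC38 the log2 fold change of *Fap* was 0.29 (adjusted p = 0.44) with both libraries and -0.32 without library a. Cancer cells in the sorted fractions remain a candidate source of transcripts in all 4 models, as the closing part describes. Differences between models in the CAF libraries are therefore those of the sorted fractions.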

The gene expression dataset can be found in **Supplementary Table 2**. Based on a scree plot (**Supplementary Figure 5**), it was apparent that 3 principal components were describing most of the variation between samples. Therefore, we created a 3D PCA plot, which showed that the transcriptional program of CAFs varies between the different tumor models (**Figure 5A**). 

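Over the 8 CAF libraries, principal components 1, 2 and 3 of log2(RPKM + 1) held 40.8, 34.04 and 17.4% of the variance, 92.3% together, and component 4 held 4.45%. The sum of the leading 3 moved most when values without logarithm were scaled by gene, to 85.3%.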

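For each of the 8 libraries, the nearest library over the tested genes was the other one of its model. The distance between the 2 libraries of a model was 23.8 in EO771, 27.5 in LL2, 42.0 in Pan02 and 63.9 in MC38, and the smallest distance between libraries of different models was 91.1. Among the tested genes, 10932 differed among the 4 models at an adjusted p under 0.05 (limma). Higher and lower genes numbered 1094 and 960 in EO771 CAFs, 529 and 698 in LL2, 1479 and 1342 in MC38, and 1323 and 1144 in Pan02. With a pseudocount of 0.1 instead of 1, the count rose to 3157 genes in EO771 and 1917 in LL2. The genes with the largest rise in EO771 CAFs were *Esx1* (738 ± 5.84 RPKM, log2 fold change 8.34, standard error 0.14, adjusted p = 3.9e-07), *Nppb* (89.5 ± 1.30 RPKM) and *Aqp3* (60.6 ± 7.44 RPKM), and those in LL2 were *Dkk2* (145 ± 16.3 RPKM, log2 fold change 5.74, standard error 0.25, adjusted p = 3.1e-05), *Mmp12* and *Itgb7* (59.3 ± 4.85 RPKM). In MC38 they were *Fam159b* (59.8 ± 1.59 RPKM and listed at 0 in all other CAF libraries), *Tex13b* (44.6 ± 14.2 RPKM) and *Fmr1nb* (41.8 ± 4.84 RPKM, log2 fold change 5.23, standard error 0.12, adjusted p = 8.9e-07). In Pan02 they were *Tspan8* (224 ± 13.3 RPKM, log2 fold change 7.63, standard error 0.12, adjusted p = 1.9e-07), *Igf2* (386 ± 41.3 RPKM) and *Notum* (127 ± 1.44 RPKM), of which the latter 2 share 93.0% and 30.9% of their exon bases with other genes. They were taken from the genes with an adjusted p under 0.05, a mean of at least 10 RPKM and both libraries above all others, 1519 in EO771, 652 in LL2, 1554 in MC38 and 1551 in Pan02, where chance puts both libraries of a model on top for 3.57% of genes. *Dkk2*, *Fam159b* and *Tex13b* were also among the genes with the largest rise in the tumors of the same model.

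**Figure D3:**
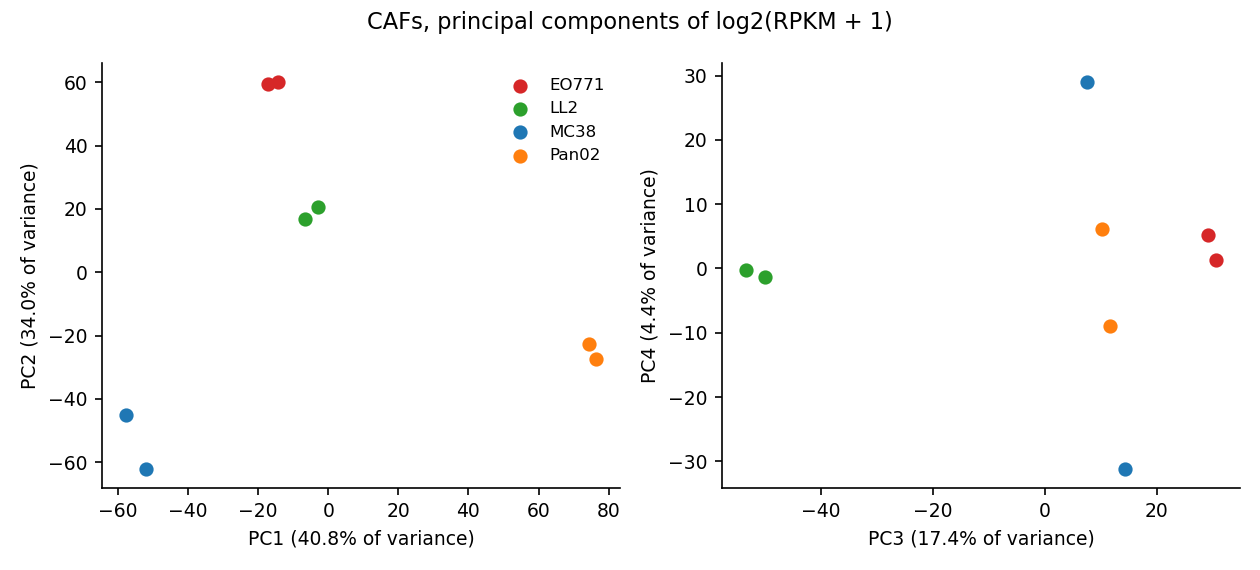
Principal components 1 and 2 (left) and 3 and 4 (right) of log2(RPKM + 1) for the 8 CAF libraries, 1 point per library, colored by model, with the share of variance in percent on each axis. On components 1 and 2 the 2 libraries of each model lie next to each other, with the widest gap in MC38. On component 4 the MC38 libraries lie at opposite ends, at -31.1 and 29.0.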

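The 10932 genes that differed among the models were grouped by fuzzy c-means into 8 clusters on z-scores, as the settings of the study's clustering are not named in the paper's text. At a membership of at least 0.5, 9706 genes were assigned to a cluster, and 8393 of them lay in 7 clusters in which the 2 libraries of 1 model had the 2 highest centroid values. These clusters held 1199 genes for EO771, 917 for LL2, 3922 for MC38 and 2355 for Pan02. Of the Pan02 genes, 1093 lay in a cluster that was high in LL2 too. Its centroid values were 0.786 and 0.908 in the Pan02 libraries and 0.627 and 0.783 in the LL2 libraries. Of the MC38 genes, 1164 lay in a cluster with 0.444 and 0.617 in the EO771 libraries. Another 1116 lay in one with 0.377 and 0.508 in the Pan02 libraries. The LL2 cluster had 0.370 and 0.441 in the EO771 libraries. In the remaining cluster, with 1313 genes, no model had the 2 highest values. All these genes had been chosen by the test over the models, so clusters led by 1 model are partly a result of that choice. The number of genes in clusters of 1 model moved most, to 6250, when a membership of 0.7 was asked for. With 5 clusters it was 10083, and none of the clusters then belonged to LL2.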

Fuzzy clustering analysis confirmed that the CAFs have distinct tumor model-specific gene expression profiles (**Figure 5B**). CAFs are centrally engaged in ECM remodeling associated with cancer progression (19). To investigate the tumor model-specific role of CAFs in these processes, the gene expression profiles of collagens and core matrisome genes were examined (**Figures 5C, D**). 

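Of 32 tested collagen genes, 24 differed among the 4 models of CAFs at an adjusted p under 0.05 (limma) and 24 when adjusted over the list alone. Of 156 tested core matrisome genes, from a list written beforehand in place of matrisomeDB, 110 differed, and 110 when adjusted over the list alone. The mean was highest in EO771 for 16 collagen genes, in MC38 for 9, in LL2 for 4 and in Pan02 for 3. For core matrisome genes these numbers were 59 in EO771, 36 in MC38, 31 in LL2 and 30 in Pan02. The mean log2(RPKM + 1) of the collagen genes was 5.03 ± 0.10 (SD, n = 2) in EO771, 4.58 ± 0.70 in MC38, 4.55 ± 0.12 in LL2 and 4.23 ± 0.30 in Pan02. The score of EO771 exceeded that of the other libraries by 0.57 (exact permutation p = 0.11) and that of Pan02 differed by -0.49 (exact p = 0.18). The MC38 libraries lay far apart, at 5.08 and 4.09, so that the difference of MC38, -0.02, became 0.47 without library b and -0.51 without library a. Core matrisome scores differed by 0.43 in EO771, 0.07 in LL2, -0.20 in MC38 and -0.30 in Pan02, with exact p = 0.21, 0.86, 0.75 and 0.32. *Col1a2* had a log2 fold change of 1.77 (standard error 0.59, adjusted p = 0.038) in EO771 and *Col3a1* one of 1.53 (standard error 0.45, adjusted p = 0.036) in LL2. Neither passed the threshold without the filter on low values (adjusted p = 0.094 and 0.11). *Col1a1* was highest in EO771, at 3567 ± 290 RPKM, a log2 fold change of 1.41 (adjusted p = 0.091) that passed the threshold with the replicate number as a block (adjusted p = 0.048). In MC38 it had 2771 and 467 RPKM, and *Acta2* had 229 and 30.3 RPKM. From the expression of collagen and core matrisome genes, the paper concludes that CAFs take part in ECM production in ways that depend on the tumor model.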

The analysis clearly showed that CAFs contribute to ECM production in solid tumors in unique ways depending on the tumor model. Moreover, the gene expression profile of genes encoding MMPs, which are critical enzymes for the cancer-associated degradation of ECM components, differed dramatically between tumor models (**Figure 5E**). In addition to the well-established role of CAFs in ECM remodeling, a growing body of evidence indicates that CAFs can also acquire an immunosuppressive phenotype and thereby promote tumor growth. 

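Of the 23 MMP genes labelled in Fig. 5E, 14 passed the filter on low values and 12 of these differed among the models at an adjusted p under 0.05 (limma), also 12 when adjusted over the list alone. As the paper does not state whether the panel was chosen on these libraries, the latter is not taken as independent evidence. In EO771 CAFs, *Mmp10* (NM_019471, chromosome 9 from 7502342 to 7510242) had 34.1 ± 8.81 RPKM and a log2 fold change of 4.06 (standard error 0.29, adjusted p = 7.0e-05), and *Mmp13* one of 3.64 (standard error 0.65, adjusted p = 0.0032). *Mmp27* was raised there as well (0.98, adjusted p = 0.0033). *Mmp9* was raised in EO771 (1.75, adjusted p = 0.0003) and in MC38 (1.63, adjusted p = 0.00026). In LL2 CAFs, *Mmp12* (NM_001320076, chromosome 9 from 7347374 to 7360461) had 38.7 ± 6.08 RPKM and a log2 fold change of 4.39 (standard error 0.12, adjusted p = 2.0e-05), followed by *Mmp3* (2.42, adjusted p = 0.012) and *Mmp19* (1.01, adjusted p = 0.012), which shares 27.9% of its exon bases with another gene. *Mmp14* did not pass the threshold in LL2 (0.75, adjusted p = 0.087). In MC38 CAFs, *Mmp11* (NM_008606, chromosome 10 from 75923222 to 75932502) had 167 ± 5.31 RPKM and a log2 fold change of 3.11 (standard error 0.15, adjusted p = 1.5e-05), and *Mmp24*, with 14.8% shared exon bases, one of 0.74 (adjusted p = 0.0041). In Pan02 CAFs, *Mmp28* (2.90, adjusted p = 9.6e-06) and *Mmp15* (2.52, adjusted p = 2.2e-05) were raised and *Mmp2* was lowered (-1.98, adjusted p = 0.003). The stromal list had a median log2 level of -1.23 in Pan02 CAFs over Pan02 tumors. Cancer cells in this fraction may therefore contribute to these changes. *Mmp23* did not differ among the models, though its contrast in EO771 (1.38, adjusted p = 0.074) passed the threshold with the replicate number as a block (adjusted p = 0.048). Of the genes below the filter, *Mmp1a* and *Mmp1b*, 2 paralogs among which reads could have been split, had their highest mean in LL2, at 1.03 ± 0.434 RPKM and 0.520 ± 0.0905 RPKM. The remaining ones, *Mmp7*, *Mmp8*, *Mmp16*, *Mmp17*, *Mmp20*, *Mmp21* and *Mmp25*, had model means of at most 0.983 RPKM. The mean log2(RPKM + 1) of the 14 tested genes was 4.32 ± 0.08 (SD, n = 2) in EO771, above all other libraries, 4.08 ± 0.04 in LL2, 3.52 ± 0.63 in MC38 and 3.13 ± 0.27 in Pan02.

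**Figure D4:**
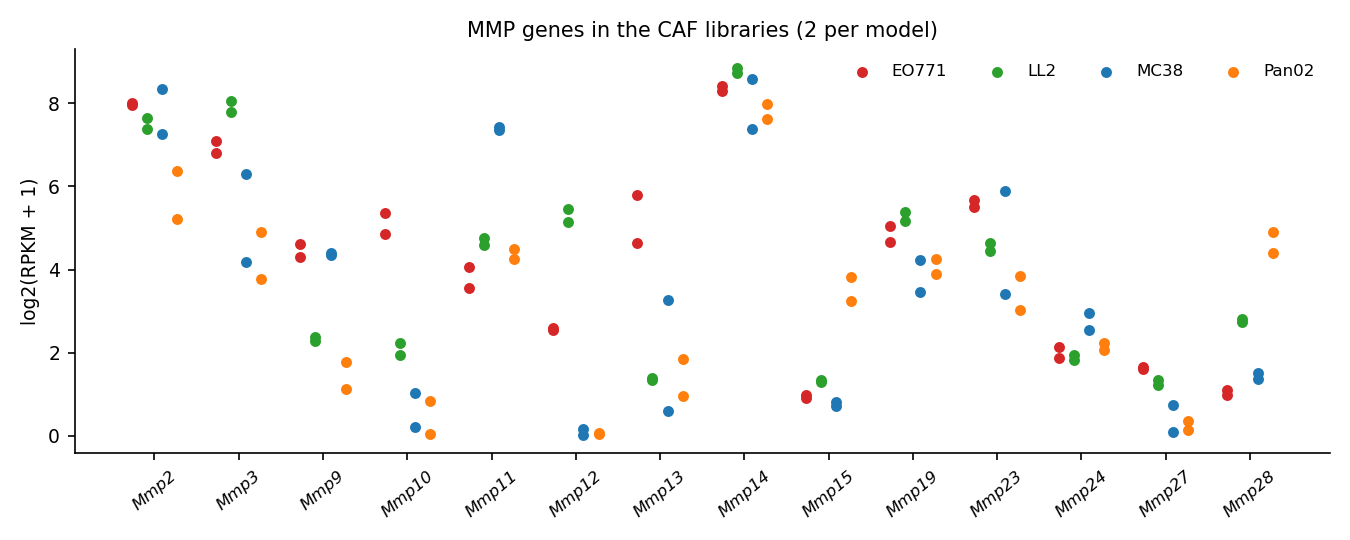
RPKM of the 14 tested MMP genes in CAFs on a log axis, 1 point per library, colored by model. *Mmp11* is highest in MC38, *Mmp12* in LL2, *Mmp10* and *Mmp13* in EO771, and *Mmp15* and *Mmp28* in Pan02.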

Interestingly, a comparison of the expression of genes known to be involved in immunosuppression in the TME showed that CAFs had very different patterns of expression of these genes depending on the tumor model (**Figure 5F**). 

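Of the 18 immunosuppressive genes labelled in Fig. 5F, 14 were tested in CAFs and 11 differed among the 4 models (limma, adjusted p under 0.05), also 11 when adjusted over the list alone. EO771 CAFs had the highest *Tgfb1* (106 ± 7.41 RPKM, log2 fold change 1.21, standard error 0.13, adjusted p = 0.0004), *Tgfb2* (7.50 ± 0.504 RPKM, log2 fold change 1.84, standard error 0.19, adjusted p = 0.00031) and *Vsir* (0.89, adjusted p = 0.0016). MC38 CAFs had the highest *Ido2* (4.22 ± 0.734 RPKM, log2 fold change 2.03, standard error 0.14, adjusted p = 4.0e-05) and *Tnfrsf14* (1.30, adjusted p = 0.0002). LL2 CAFs had the highest means of *Ptgs1* (1.13, adjusted p = 0.00087) and *Nos2* (1.18, adjusted p = 0.047), where *Nos2* fell short when values were rescaled by the median of ratios (adjusted p = 0.050) or not filtered (adjusted p = 0.11) and with the replicate number as a block (adjusted p = 0.052). Pan02 CAFs had the highest means of *Cd274* (0.72, adjusted p = 0.022), *Ido1* (0.67, adjusted p = 0.027), *Ptgs2* (1.07, adjusted p = 0.035) and *Ctnnb1* (0.66, adjusted p = 0.0027), and of *Tgfb3* (0.74, adjusted p = 0.028), which is not in the panel. The Pan02 libraries differed in several of these, and without Pan02 library a the log2 fold change was 0.33 for *Cd274*, 0.28 for *Ido1* and 0.48 for *Ptgs2*. Without the filter on low values these 3 genes and *Tgfb3* did not pass the threshold, with adjusted p between 0.052 and 0.079. *Cd274* and *Ctnnb1* share 14.1% and 20.9% of their exon bases with other genes. For PD-L1, the protein that *Cd274* encodes, the paper's flow cytometry found particularly high levels on CAFs of CT26 and MC38. RNA and protein are unlike measures, and the *Cd274* means were 5.57 ± 2.45 RPKM in Pan02 and 4.24 ± 0.731 RPKM in MC38. For none of the genes named for LL2 and Pan02 did both libraries lie above all others. *Arg1*, *Lgals9* and *Tnfsf18* did not differ. Over the whole panel, the mean log2(RPKM + 1) was 3.21 ± 0.24 (SD, n = 2) in Pan02, 3.13 ± 0.12 in EO771, 3.01 ± 0.01 in LL2 and 2.83 ± 0.15 in MC38, whose libraries lay below all others (difference -0.29, exact permutation p = 0.071). The differences of the other 3 models, 0.22, 0.11 and -0.04, had exact p = 0.18, 0.46 and 0.75.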

In the CT26 tumor model, CAFs expressed high levels of a range of transcripts encoding immunosuppressive molecules, including *Cd274*, *Tgfb1*, *Nos2*, *Arg1*, and *Lgals9*. This indicates that these CAFs could be important for inhibiting T cell activity in the TME.

**Figure 5:**
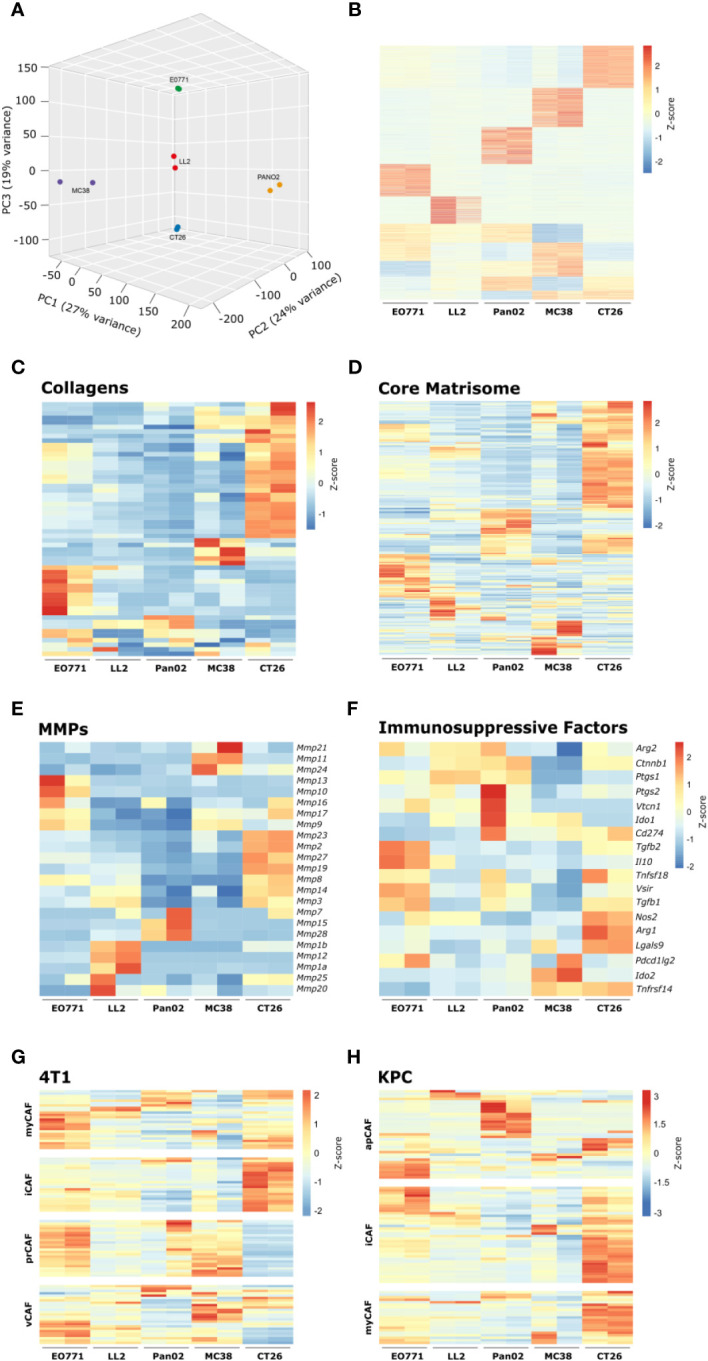
Transcriptomic analysis of isolated CAFs reveal model-specific transcriptional programs. **(A)** 3D PCA analysis based on RNAseq of FACS-isolated CAFs from tumors from five tumor models. **(B)** Fuzzy clustering analysis of RNA from isolated CAFs. **(C-F)** Heatmaps of normalized (Z-score) RNAseq read counts of genes encoding collagens **(C)**, core matrisome proteins **(D)**, MMPs **(E)**, and immunosuppressive factors **(F)**. **(G, H)** Comparison of RNAseq data from isolated CAFs from the indicated models with previously described CAF subsets from murine 4T1 breast cancer42 **(G)** and murine pancreatic cancer41 **(H)**.

To investigate how CAFs from the individual tumor models relate to CAF subsets described by others, we compared our RNAseq data to gene signatures based on single cell sequencing of murine 4T1 breast cancer (43) or murine KPC pancreatic cancer (42). The comparison did not show a perfect overlap between CAFs from the tumor models and the specific subsets but nevertheless indicated a tumor model-dependent skewing toward certain subsets (**Figures 5G, H**). 

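The 4T1 signatures are not named gene by gene in the paper's text, so marker lists of vCAFs and prCAFs written beforehand, of 15 genes each, stand in for them. Of the vCAF genes, 13 differed among the models (limma, adjusted p under 0.05), 13 when adjusted over the list alone, and 12 had their highest mean in MC38 CAFs. The vCAF score, the mean log2(RPKM + 1), was 3.83 ± 1.31 (SD, n = 2) in MC38, 3.34 ± 0.06 in LL2, 3.18 ± 0.11 in EO771 and 1.98 ± 0.21 in Pan02. The MC38 libraries had 4.76 and 2.91, so that 1 of them lay above and the other below all EO771 and LL2 libraries, and the difference from the other models, 1.00 (exact permutation p = 0.21), was 1.92 without library b and 0.07 without library a. *Rgs5*, a pericyte gene, had 96.6 and 24.6 RPKM in MC38 and a log2 fold change of 1.54 (standard error 0.43, adjusted p = 0.017). Of the prCAF genes, 9 differed, 7 when adjusted over the list alone, and 6 had their highest mean in MC38 and 6 in EO771. The prCAF score was 4.89 ± 0.12 (SD, n = 2) in MC38, 4.77 ± 0.07 in EO771, 4.60 ± 0.55 in Pan02 and 4.25 ± 0.14 in LL2, with a difference of 0.34 in MC38 (exact p = 0.29). *Mki67* had a log2 fold change of 0.57 (adjusted p = 0.063) in MC38 and 0.73 (adjusted p = 0.029) in Pan02, the former with an adjusted p = 0.038 with the replicate number as a block and the latter with an adjusted p = 0.063 when low values were not filtered. Libraries a and b lay apart for *Mki67*, at 10.3 and 15.3 RPKM in MC38 and 10.2 and 18.5 RPKM in Pan02. For myCAF and iCAF genes, of which 9 of 12 and 8 of 13 differed (9 and 7 when adjusted over the list alone), EO771 libraries lay above all others, by 1.25 (exact p = 0.071) and 1.11 (exact p = 0.11).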

CAFs from MC38 tumors showed similarities with vascular CAFs (vCAFs) and proliferating CAFs (prCAFs) identified in murine 4T1 breast tumors (**Figure 5G**). CAFs from Pan02 tumors showed similarities with antigen-presenting CAFs (apCAFs) identified in KPC tumors (**Figure 5H**). 

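All 12 tested genes of an apCAF list, written beforehand in place of the KPC signature, differed among the models (limma), also 12 when adjusted over the list alone, and 9 had their highest mean in Pan02. The apCAF score was 5.63 ± 0.58 (SD, n = 2) in Pan02 CAFs, 4.13 ± 0.24 in EO771, 3.07 ± 0.22 in MC38 and 2.31 ± 0.05 in LL2. Both Pan02 libraries lay above all others, with a difference of 2.46 (exact permutation p = 0.0357, the smallest that 2 of 8 libraries allow, adjusted p = 0.286). *Cd74* (NM_001042605, chromosome 18 from 60803849 to 60812652), the invariant chain of MHC class II, had 556 and 246 RPKM in Pan02 CAFs and 51.2 and 69.1 RPKM in EO771, and a log2 fold change of 5.59 (standard error 0.28, adjusted p = 7.7e-06) in Pan02. Without library a this was 5.00 and without library b 6.17. From these comparisons the paper proposes that CAFs are skewed toward certain subsets depending on the tumor model.

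**Figure D5:**
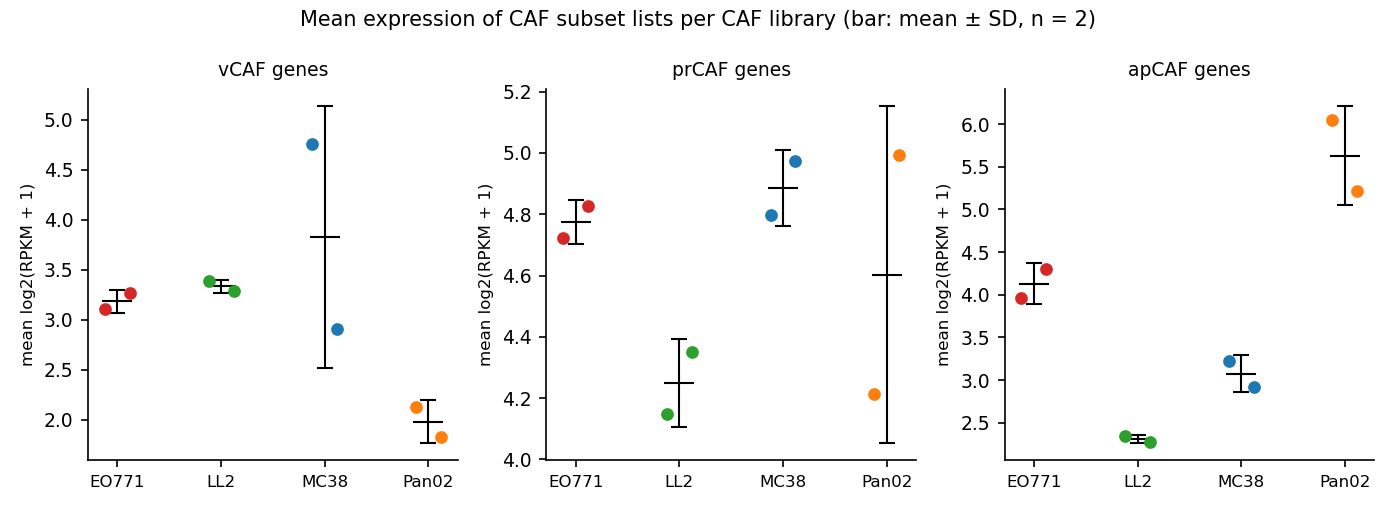
Mean log2(RPKM + 1) of the vCAF, prCAF and apCAF lists, 1 point per CAF library, grouped by model, with bars for the mean ± SD (n = 2). Both Pan02 libraries have the highest apCAF scores, and the MC38 libraries lie far apart in the vCAF score.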

CAFs from CT26 tumors appeared very similar to the myofibroblastic CAFs (myCAFs) and inflammatory CAFs (iCAFs) identified in both 4T1 and KPC tumors (**Figures 5G, H**).

### 3.6 Tumor-infiltrating T cells promote an immunosuppressive CAF phenotype

CAFs from CT26 tumors had a distinct gene expression profile indicative of high immunosuppressive activity (**Figures 5F–H**) and expressed higher levels of cell surface PD-L1 (**Figure 2B**). To investigate the importance of T cell infiltration for acquisition of the specific CAF phenotype in CT26 tumors, we compared tumors established in immunocompetent BALB/c mice and in T cell-deficient athymic BALB/c nude mice. Flow cytometry analysis of the TME confirmed that CD8^+^ T cells were absent in the nude mice (**Figure 6A**). The absence of CD8^+^ T cells was accompanied by a reduction in TAM infiltration (**Figure 6B**), whereas the abundance of other cell populations was unaffected (**Figure 6C**). The number of CAFs was similar between tumors from immunocompetent and nude mice (**Figure 6D**), but PD-L1 expression on CAFs was lower in the absence of CD8^+^ T cells (**Figure 6E**).

**Figure 6:**
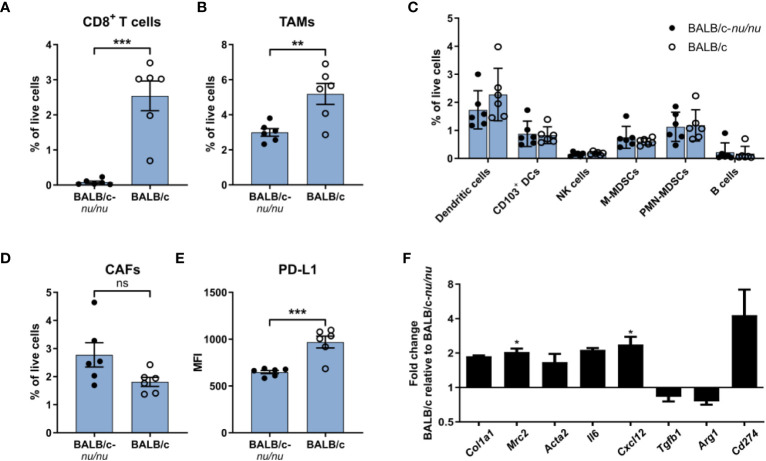
The immunosuppressive phenotype of CAFs is induced by tumor-infiltrating T cells. Flow cytometry analysis of CT26 tumors from athymic BALB/c nude (BALB/c nu/nu) mice (filled circles) and BALB/c mice (empty circles). **(A)** Percentage of CD8+ T cells out of live cells. **(B)** Percentage of TAMs (CD11b+F4/80+) out of live cells. **(C)** Percentage of six immune cell populations out of live cells. **(D)** Percentage of CAFs (CD45-FAP+) out of live cells. **(E)** PD-L1 MFI expression of CAFs. n = 6. **(F)** qRT-PCR analysis of a panel of genes associated with activation or immunosuppression in sorted FAP+ CAFs. Error bars indicate SEM. Statistical analysis was performed by two-tailed Student’s t-test. *** = p ≤ 0.001, ** = p ≤ 0.01, * = p ≤ 0.05, not significant when p > 0.05. In review

To further characterize the CAFs, FAP^+^ cells were FACS-isolated from CT26 tumors from immunocompetent mice and from nude mice (**Supplementary Figure 6**) and analyzed by qRT-PCR. There was a trend towards upregulation of genes encoding fibroblast activation markers (*Col1a1, Mrc2, Acta2*) in the presence of tumor-infiltrating CD8^+^ T cells (**Figure 6F**). We also assessed the expression of five genes implicated in CAF-mediated immune suppression. Among these, *Cxcl12* was significantly upregulated in the immunocompetent tumors, and there was a clear trend towards an upregulation of *Il6* and *Cd274* (PD-L1) (**Figure 6F**). These results suggest that tumor-infiltrating T cells could be critically involved in promoting activation of CAFs as well as an immunosuppressive CAF phenotype in the immunogenic CT26 tumor model.

## 4 Discussion

In this study, we compared the TMEs of six commonly used syngeneic mouse tumor models. For optimal comparison of the tumor models we exclusively used female mice, which are also easier than males to keep in harmonious groups. We cannot exclude that gender-dependent differences between the models could exist. Although several of the models have comparably fast tumor growth kinetics and appear macroscopically similar, we observed striking differences in the formed TME. RNAseq of dissected tumor tissue showed distinct gene expression profiles of each of the six tumor models. This information can potentially be utilized for the rational selection of appropriate tumor models for future studies. The distinct gene expression profiles could in part be due to the diversity in the cancer cell lines’ tissue origins. However, further analysis of genes related to myeloid, lymphoid, and stromal cells indicated that distinct cellular composition of the TMEs also contributed to the observed differences. We also identified large differences in the expression of immunosuppressive genes, suggesting the acquisition of tumor model-specific mechanisms of immune escape. For instance, *Ido1* and *Ido2* are highly expressed in MC38 tumors, whereas Pan02 tumors have a strong TGF-β signature. 

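In MC38 tumors, *Ido1* and *Ido2* were the genes of the immunosuppressive panel with the largest log2 fold changes. *Tgfb3* was highest in Pan02 tumors, at 161 ± 45.4 CPM and a log2 fold change of 2.28 (standard error 0.17, adjusted p = 1.6e-07), and the mean of *Tgfb2* was highest there too, at 22.5 ± 6.66 CPM and 1.66 (standard error 0.17, adjusted p = 3.0e-06). *Tgfb1* (NM_011577, chromosome 7 from 25687002 to 25705077) had 401 ± 7.39 CPM in EO771 and 323 ± 42.6 CPM in Pan02, with log2 fold changes of 1.09 (standard error 0.11, adjusted p = 1.8e-06) and 0.70 (standard error 0.11, adjusted p = 8.9e-05). Of a TGF-β list of 14 genes, all 14 differed among the models, also 14 when adjusted over the list alone. Its score was 7.43 ± 0.25 (SD, n = 3) in Pan02, above every other tumor, with a difference of 1.44 from the others (exact permutation p = 0.015, adjusted p = 0.087), and 4.65 ± 0.31 in B16, below every other tumor (-2.04, exact p = 0.0022, adjusted p = 0.015). With z-scores in place of log2 values the Pan02 difference was 1.23 and its adjusted p 0.037. From the panel, the paper proposes that each model acquired mechanisms of immune escape of its own.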

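*Cd274* (NM_021893, chromosome 19 from 29367438 to 29388094), which encodes PD-L1 and shares 14.1% of its exon bases with another annotated gene, had 76.7 ± 21.5 CPM in MC38 tumors, 50.3 ± 16.6 CPM in B16, 44.6 ± 27.8 CPM in Pan02, 28.4 ± 16.0 CPM in LL2 and 18.1 ± 0.991 CPM in EO771. MC38 had the highest mean of the 5 models, with a log2 fold change of 1.23 (standard error 0.34, adjusted p = 0.0083). The 3 MC38 tumors ran from 53.2 to 95.4 CPM and overlapped with Pan02 tumor 2 (73.3 CPM) and B16 tumor 2 (67.3 CPM). Without MC38 tumor 1 the log2 fold change was 1.04 and did not pass the threshold (adjusted p = 0.057). CT26 tumors were not analysed here.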

Among the tumor models in our panel, MC38 and CT26 tumors, which are the most immunogenic, displayed the highest levels of PD-L1 gene expression.

Analysis of the cell composition of the TME using flow cytometry confirmed that the tumor models were infiltrated with highly varying numbers of immune and stromal cells. Even the two colon cancer models, CT26 and MC38, were dramatically different, with MC38 tumors being much more immune infiltrated than CT26 tumors. The MC38 and CT26 tumor models are commonly used for immunotherapy research and knowledge about the distinct TMEs of these two models should be taken into account since different strategies could be required for successful immunotherapeutic efficacy in the two colorectal tumor models. It should be noted that the different strains of mice used for the MC38 (C57BL/6) and CT26 tumors (BALB/c) could contribute to some of the observed differences. In addition to the overall level of immune infiltration, large differences in the composition of immune cells in the individual tumor models were observed. For instance, MC38 tumors contained high numbers of M-MDSCs whereas PMN-MDSCs were most abundant in LL2 and Pan02 tumors. It should be noted that we quantified PMN-MDSCs and M-MDSCs based solely on surface markers that would also identify granulocytes and monocytes, respectively (62). Further analyses would be needed to characterize and confirm the immunosuppressive activity of these cells.

As an alternative to flow cytometry-based profiling of the tumors, we also estimated the immune composition from bulk RNAseq data using the CIBERSORT tool. In regard to the overall infiltration of myeloid and lymphoid cells, the results were well in line with the flow cytometry-based profiling. However, the RNAseq-based estimation of the relative abundance of different myeloid cell types showed some discrepancies with the flow cytometry analysis. Although the flow cytometry analyses were limited by a relatively low number of surface markers to distinguish the individual cell populations, we speculate that a main reason for the discrepancy between the flow cytometry- and RNAseq-based analyses is that the gene signatures used to estimate cell type abundancies still require refinement. The tool is, however, extremely valuable in the absence of the possibility of flow cytometry analysis. In this study, the CIBERSORT tool enabled us to estimate the abundance of lymphocyte subsets for which required markers were not included in the flow cytometry analysis.

Our characterization of the TME complements previous reports investigating the immune cell composition in various tumor models based on flow cytometry or RNA sequencing (58, 63–65). Although some variations between the different studies are seen, our data is largely in line with these reports. Collectively, these studies form an excellent framework for the rational selection of appropriate tumor models for future cancer immunotherapy research. In addition to a characterization of the immune cell composition in tumors, we have in our study also examined the number and phenotype of infiltrating CAFs as well as the tissue stiffness of the tumor models. These are components of the TME that can influence invasive tumor growth directly and modulate immune activity in the tumors.

An increased matrix stiffness, which is also reflected in increased tissue stiffness, has been strongly associated with aggressive tumor growth and poor prognosis in patients with gastrointestinal and breast cancer (66–69). Although the pro-tumorigenic role of increased matrix stiffness has been studied extensively, surprisingly little is known about the relative tissue stiffness of common syngeneic tumor models. Here, we showed that Pan02 tumors had the highest fibrillar collagen content and tissue stiffness, whereas B16 tumors had very low collagen content and tissue stiffness. The collagen content did not correlate with the number of CAFs, and indeed the CAFs in the different tumor models also displayed very distinct phenotypes. CAFs appeared to differ dramatically in their ECM remodeling abilities based on gene expression profiles.

Whole-transcriptome analysis of CAFs from the characterized tumor models suggested that they can acquire very different immunosuppressive functions. A comparison to CAF subset gene signatures obtained from studies of murine breast and pancreatic cancer showed some similarities to these subsets depending on the tumor model. The model-dependent skewing towards specific CAF subsets did, however, not give any further insight into the different collagen-levels observed in the tumor models. CAFs from CT26 tumors showed resemblance to myCAFs and iCAFs, which was in accordance with the high expression of matrisome genes and genes involved in immunosuppression, including *Cd274* encoding PD-L1. It is still not well understood how large a role PD-L1 expressed by CAFs plays for the suppression of T cell activity within the TME. By comparing CAFs from CT26 tumors formed in immunocompetent or T cell-deficient athymic BALB/c mice, we observed that the presence of tumor-infiltrating T cells led to the upregulation of PD-L1 expression. The presence of T cells also led to increased expression of *Mrc2* (70, 71), which is associated with fibroblast activation, and *Cxcl12*, which is associated with the formation of an immunosuppressive and T cell-excluding TME (36, 41). Altogether, our data underscores that CAFs are highly plastic cells that are affected by cues from the TME and the observed gene expression profiles suggest that they can contribute to immunosuppression.

## Data availability statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: The data has been uploaded to GEO (accession number GSE245293).

## Ethics statement

The animal study was approved by the Danish Animal Experiment Council. The study was conducted in accordance with the local legislation and institutional requirements.

## Author contributions

MC: Formal Analysis, Investigation, Validation, Visualization, Writing – original draft, Writing – review & editing. M-LT: Formal Analysis, Investigation, Validation, Visualization, Writing – original draft, Writing – review & editing. AS: Formal Analysis, Investigation, Validation, Visualization, Writing – review & editing. DA: Formal Analysis, Investigation, Validation, Visualization, Writing – review & editing. AJ: Investigation, Validation, Visualization, Writing – review & editing, Formal Analysis. KB: Formal Analysis, Investigation, Validation, Visualization, Writing – review & editing. SK: Formal Analysis, Investigation, Validation, Visualization, Writing – review & editing. AR: Formal Analysis, Investigation, Validation, Visualization, Writing – review & editing. KF: Formal Analysis, Investigation, Validation, Visualization, Writing – review & editing. DK: Formal Analysis, Investigation, Validation, Visualization, Writing – review & editing. MD: Methodology, Project administration, Resources, Writing – review & editing. LG: Formal Analysis, Methodology, Resources, Validation, Visualization, Writing – review & editing. DM: Conceptualization, Funding acquisition, Methodology, Project administration, Resources, Supervision, Validation, Visualization, Writing – original draft, Writing – review & editing. HL: Formal analysis, Visualization, Writing – review & editing.

# Supplementary material for: Dissecting tumor microenvironment heterogeneity in syngeneic mouse models: insights on cancer-associated fibroblast phenotypes shaped by infiltrating T cells
**Source:** Front Immunol. 2024 Jan 8;14:1320614. doi: 10.3389/fimmu.2023.1320614
**Supplement:** Supplementary file 1

## Supplementary tables and figures

**Table S1:** RNAseq data whole tumors

**Table S2:** RNAseq data, isolated CAFs

**Table S3:** List of antibodies

| Antibody                                                            | Cat. No. | Vendor                 | Panel      |
|---------------------------------------------------------------------|----------|------------------------|------------|
| PE anti-human CD140a (PDGFR $\alpha$ )                              | 323505   | Biolegend              | General    |
| PE/Cy7 anti-mouse CD19                                              | 115520   | Biolegend              | Lymphoid   |
| Brilliant Violet 421 <sup>TM</sup> anti-mouse CD 274 (B7-H1, PD-L1) | 124315   | Biolegend              | General    |
| FITC anti-mouse CD31                                                | 102406   | Biolegend              | General    |
| PE Rat 1gG2a, k isotype control                                     | 400508   | Biolegend              | General    |
| FAP Biotinylated Antibody                                           | BAF3715  | R&D Systems/Bio-Techne | General    |
| FITC anti-mouse CD11c                                               | 117306   | Biolegend              | Myeloid    |
| Brilliant Violet 421 <sup>TM</sup> anti-mouse CD4                   | 100438   | Biolegend              | Lymphoid   |
| APC/Cy7 anti-mouse NK1.1                                            | 108724   | Biolegend              | Lymphoid   |
| APC anti-mouse CD8a                                                 | 100712   | Biolegend              | Lymphoid   |
| PE anti-mouse CD206 (MMR)                                           | 141705   | Biolegend              | Myeloid    |
| FITC anti-mouse CD3                                                 | 100204   | Biolegend              | Lymphoid   |
| PE/Cy7 anti-mouse CD45                                              | 103114   | Biolegend              | General    |
| Brilliant Violet 421 <sup>TM</sup> anti-mouse CD103                 | 121422   | Biolegend              | Myeloid    |
| PE anti-mouse CD279 (PD-1)                                          | 109103   | Biolegend              | Lymphoid   |
| PerCP/Cy5.5 anti-mouse CD25                                         | 101912   | Biolegend              | Lymphoid   |
| APC/Cy7 anti-mouse Ly-6G                                            | 127623   | Biolegend              | Myeloid    |
| APC anti-mouse F4/80                                                | 123116   | Biolegend              | Myeloid    |
| PE/Cy7 anti-mouse CD11b                                             | 101215   | Biolegend              | Myeloid    |
| PerCP/Cy5.5 anti-mouse Ly-6C                                        | 128011   | Biolegend              | Myeloid    |
| Zombie Aqua <sup>TM</sup> Fixable Viability Kit                     | 423102   | Biolegend              | All panels |
| APC Streptavidin                                                    | 405207   | Biolegend              | General    |

**Table S4:** List of primers used for qRT-PCR

| Gene          | Primer name | Sequence (5' - 3')       |
|---------------|-------------|--------------------------|
| <i>Col1a1</i> | Col1a1_fw   | CTGACTGGAAGAGCGGAGAG     |
|               | Col1a1_rv   | GACGGCTGAGTAGGGAACAC     |
| <i>Mrc2</i>   | Mrc2_fw     | CCACAACAGCTGCTACTGGA     |
|               | Mrc2_rv     | AGGGCTGCTGATGGCAAG       |
| <i>Acta2</i>  | Acta2_fw    | CATCTTTCATTGGGATGGAGTCAG |
|               | Acta2_rv    | ACAGGACGTTGTTAGCATAGAGA  |
| <i>Il6</i>    | Il6_fw      | GTCTTCTGGAGTACCATAGC     |
|               | Il6_rv      | GTCAGATACCTGACAACAGG     |
| <i>Cxcl12</i> | Cxcl12_fw   | CGGTTCTTCGAGAGCCACAT     |
|               | Cxcl12_rv   | GCCGTGCAACAATCTGAAGG     |
| <i>Tgfb1</i>  | Tgfb1_fw    | AGCCCTGTATTCCGTCTCCT     |
|               | Tgfb1_rv    | CTGCTGACCCCACTGATAC      |
| <i>Arg1</i>   | Arg1_fw     | CAGAAGAATGGAAGAGTCAG     |
|               | Arg1_rv     | CAGATATGCAGGGAGTCACC     |
| <i>Cd274</i>  | Cd274_fw    | TCACTTGCTACGGGCGTTT      |
|               | Cd274_rv    | CCCAGTACACCACTAACGCA     |

**Figure S1**

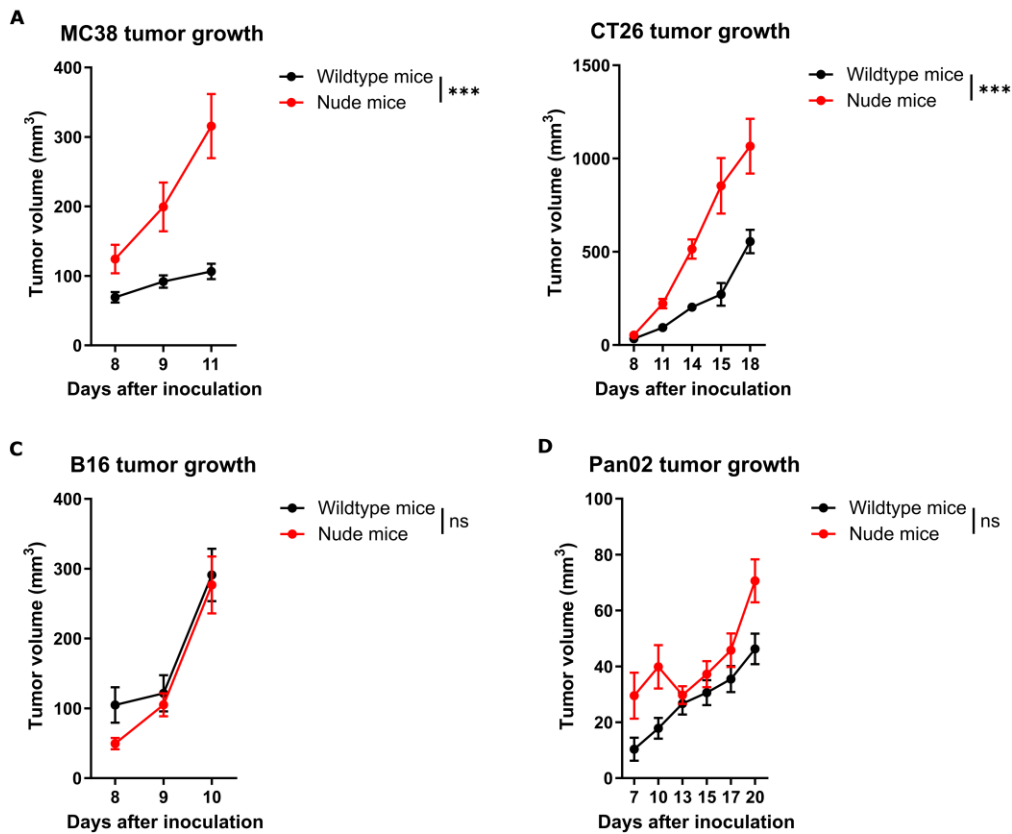

**Figure S1:**

**Tumor growth of the syngeneic murine tumor models MC38, CT26, B16, and Pan02 in wildtype mice (black) and nude mice (red).** A-D) Cancer cells were subcutaneously injected in the flank of C57BL/6 mice (MC38 (A), B16 (C), and Pan02 (D)) or BALB/c mice (CT26 (B)), n = 10-15. Error bars indicate the standard error of the mean (SEM). Statistical analysis was performed by two-way ANOVA with Bonferroni correction, \*\*\* =  $p \leq 0.001$ , \*\* =  $p \leq 0.01$ , \* =  $p \leq 0.05$ , ns = not significant when  $p > 0.05$ .

Figure S2

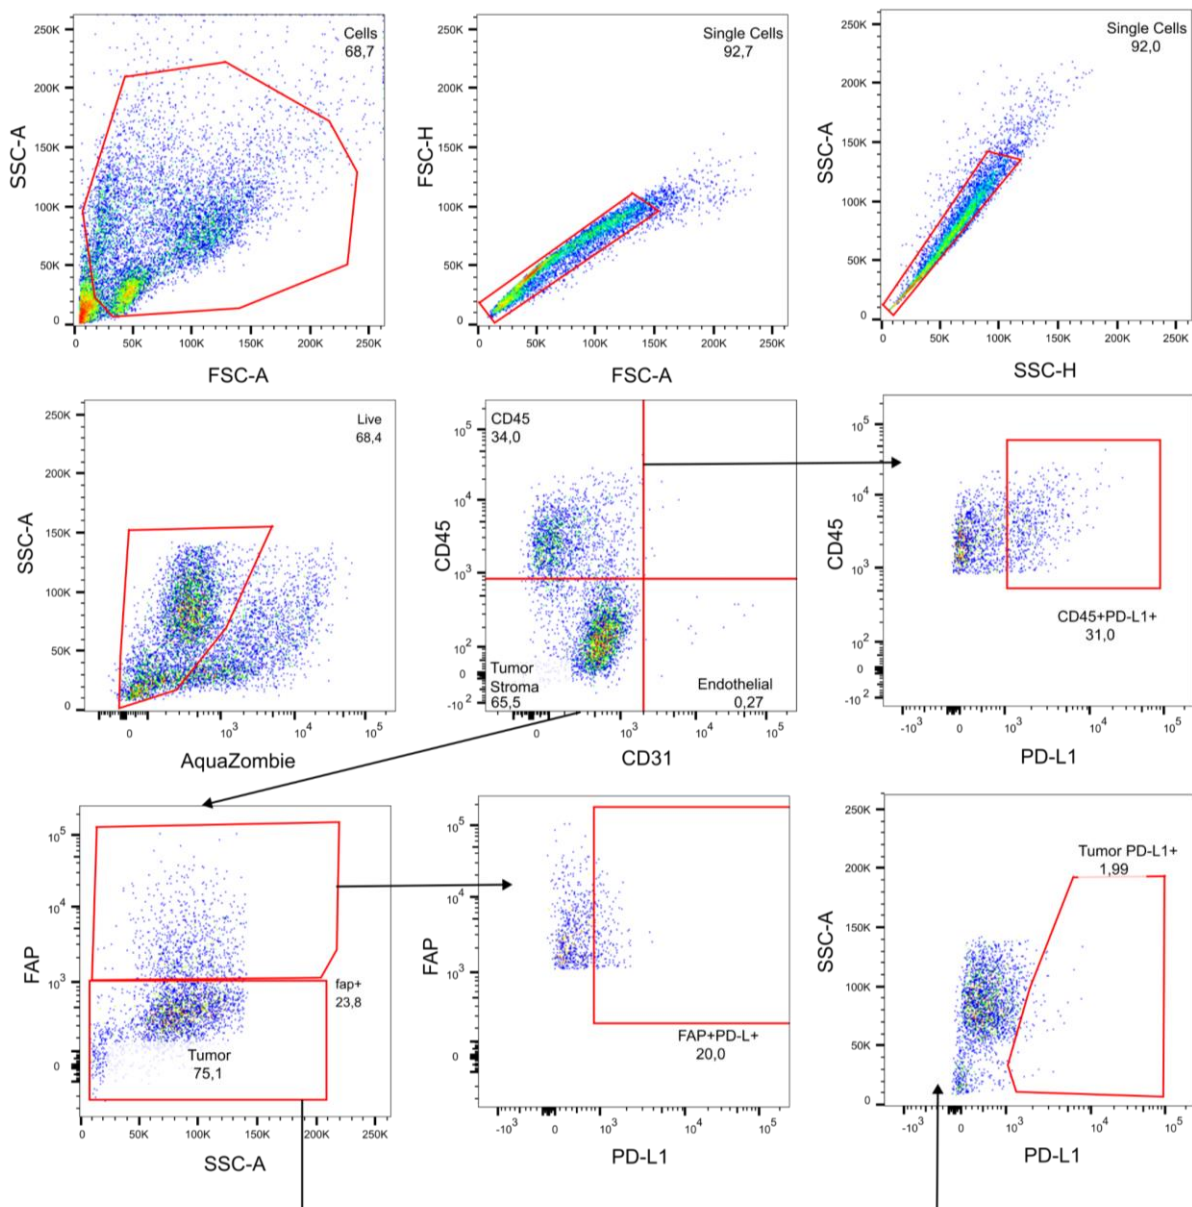

**Figure S2:**

**Gating strategy for general panel.** Representative plots from flow cytometry analysis showing the gating strategy for identification of the indicated cell populations from a single cell suspension of a LL2 tumor. After exclusion of doublets and dead cells (Zombie Aqua-negative), leukocytes (CD45<sup>+</sup>) and endothelial cells (CD31<sup>+</sup>) were identified. From the negative population, CAFs (FAP<sup>+</sup>) and tumor cells (CD45<sup>-</sup>CD31<sup>-</sup>FAP<sup>+</sup>) were identified. PD-L1 expression was assessed on CD45<sup>+</sup> cells, FAP<sup>+</sup> CAFs, and tumor cells.

**Figure S3**

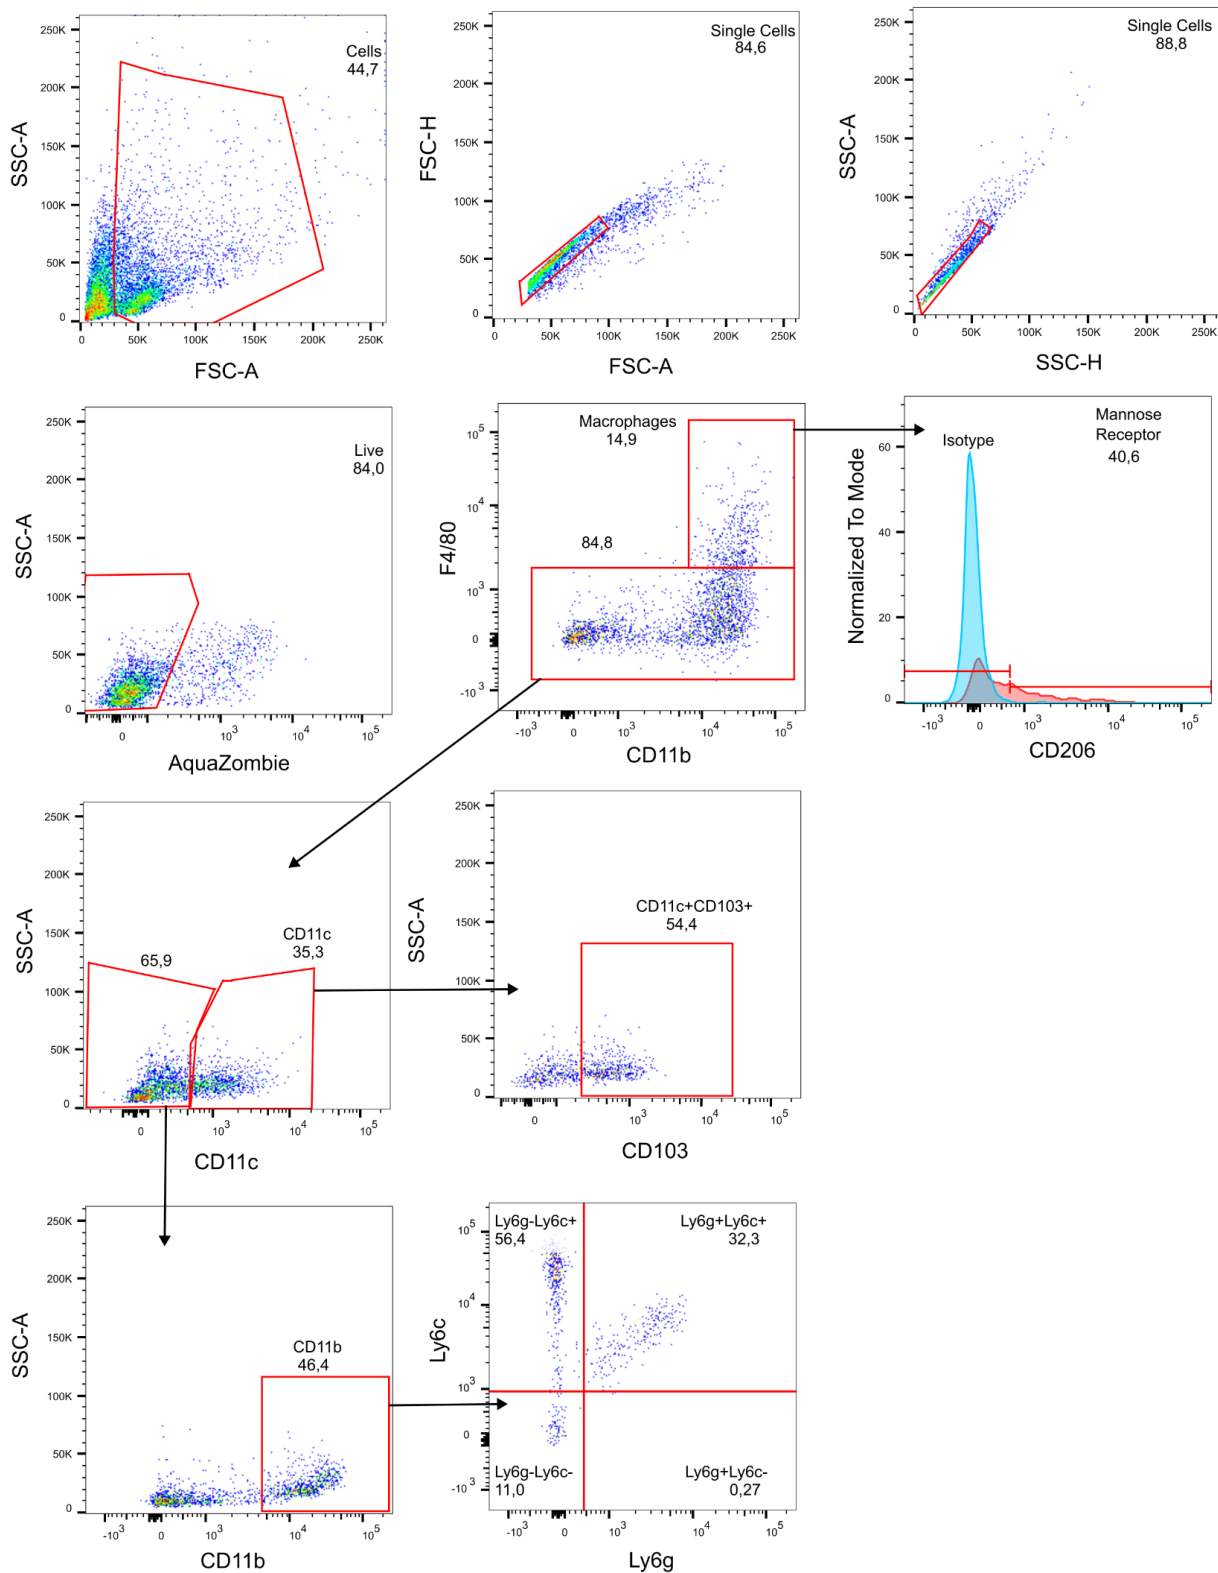

**Figure S3:**

**Gating strategy for myeloid panel.** Representative plots from flow cytometry analysis showing the gating strategy for identification of the indicated cell populations from a single cell suspension of a LL2 tumor. After exclusion of doublets and dead cells, TAMs ( $F4/80^+CD11b^+$ ) were identified. Expression of the mannose receptor (CD206) was assessed on TAMs. Dendritic cells ( $F4/80^-CD11c^+$ ) were identified and from this population  $CD103^+$  dendritic cells were identified. M-MDSCs were identified as being  $CD11b^+F4/80^-Ly6C^{hi}$  and PMN-MDSCs as being  $CD11b^+F4/80^-Ly6C^{lo}Ly6G^+$ .

Figure S4

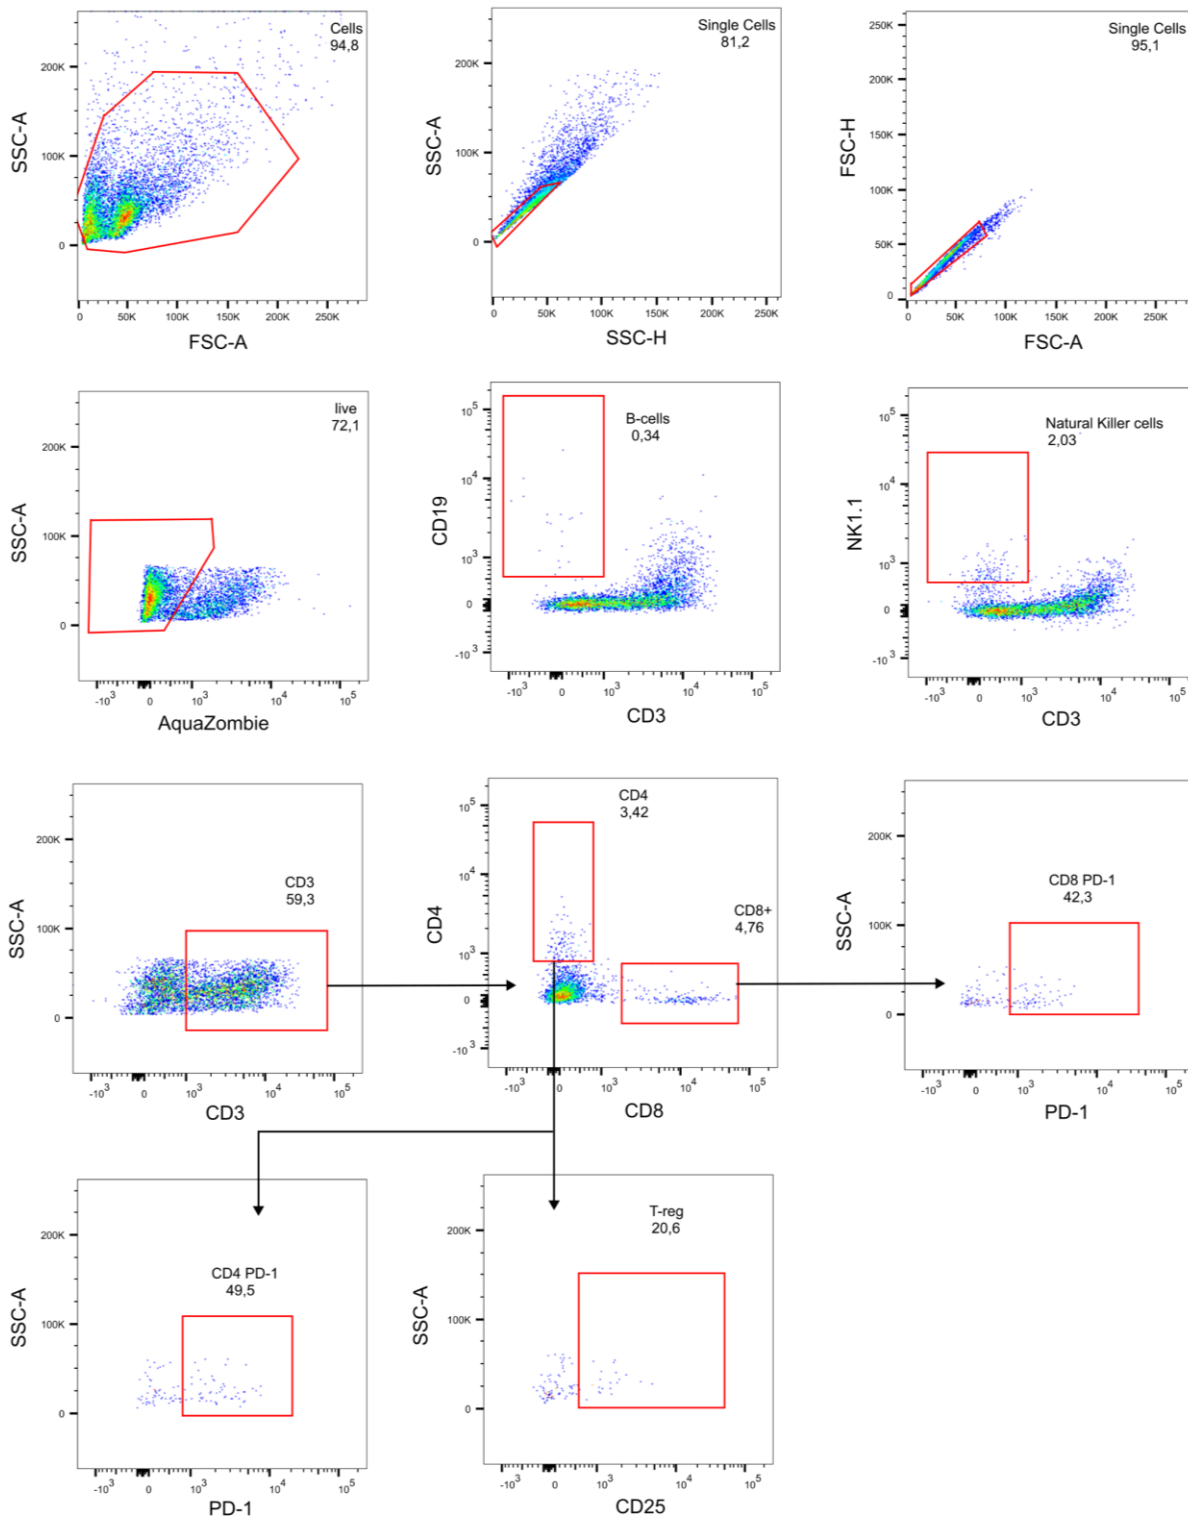

Figure S4:

**Gating strategy for lymphoid panel.** Representative plots from flow cytometry analysis showing the gating strategy for identification of the indicated cell populations from a single cell suspension of a LL2 tumor. After exclusion of doublets and dead cells, B cell and NK cells were identified as being CD3<sup>+</sup>CD19<sup>+</sup> and CD3<sup>+</sup>NK1.1<sup>+</sup>, respectively. From the CD3<sup>+</sup> population, CD4<sup>+</sup> and CD8<sup>+</sup> T cells were identified. Within the CD4<sup>+</sup> populations, T<sub>regs</sub> (CD4<sup>+</sup>CD25<sup>+</sup>) were identified. Expression of PD-1 was assessed on CD4<sup>+</sup> and CD8<sup>+</sup> T cells.

**Figure S5**

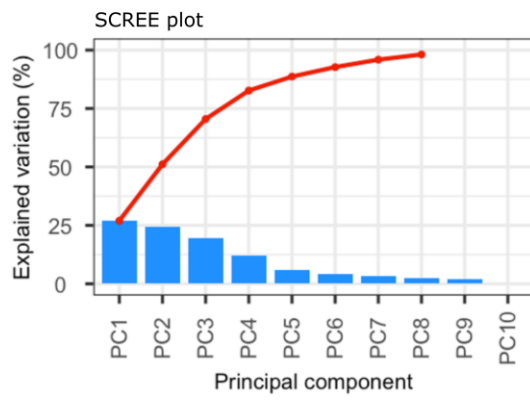

**Figure S5:**

**SCREE plot describing the variability between samples.** The SCREE plot analysis was based on sequenced RNA from FACS-sorted FAP<sup>+</sup> CAFs.

**Figure S6**

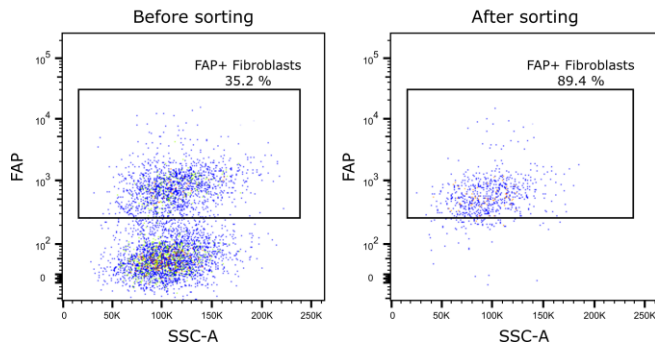

**Figure S6:**

**Sorting efficiency of FAP<sup>+</sup> fibroblasts.** Representative dot plots from FACS showing the gating and efficiency of sorting. Sorting was performed after enrichment of CD45<sup>+</sup> cells from a single-cell suspension of tumors. Prior to gating for FAP, debris, doublets, and dead cells were excluded.

How the deposited data were processed for this re-analysis (not part of the article)

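RNA of whole tumors and of FAP+ CAFs sorted from tumors of the same models was analysed. The tumor set held 15 libraries, 3 each of B16, EO771, LL2, MC38 and Pan02, and the CAF set held 8 libraries, 2 each of EO771, LL2, MC38 and Pan02. The 5 columns of CT26 tumors and CAFs were not used here. For tumors, the authors deposited expected counts per RefSeq transcript, in steps of 0.5, which they made by aligning the reads to mm10 with STAR and counting them over exons with HOMER, without normalization. For CAFs, the authors deposited RPKM per RefSeq transcript with 3 decimals, made from the same alignment and counting and divided by transcript length and library size. Both tables list 40458 transcripts, of which 2 name no gene. Every gene symbol was represented by its transcript with the largest mean count, or the largest mean RPKM for CAFs, which left 24940 symbols. Genes with 1 transcript made up 69.4% of them.

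Tumor counts were rounded up to whole numbers, filtered with filterByExpr, scaled by TMM and fitted with edgeR 4.0.16 (quasi-likelihood, common dispersion 0.0559) on 15732 genes. The fit had 1 term per model and no covariate. The test over the 5 models gives the number of genes that differ, and contrasts of each model against the mean of the other 4 give genes higher or lower at an adjusted p under 0.05 and a log2 fold change of at least 1 either way. Sums of counts over genes ran from 10035180 to 21946495 per tumor, with a median of 16541415.5. TMM moved the log2 values of all genes against total-count scaling by -0.14 in MC38 and 0.11 in Pan02 relative to the other models, and by at most 0.01 in the other contrasts. CAF values were tested as log2(RPKM + 1) with limma 3.58.1 (variance trend, Benjamini-Hochberg adjustment) on 13598 genes with at least 1 RPKM in at least 2 libraries. PCA was run on log2 values, centred and not scaled. Fuzzy c-means used e1071 1.7.16 with 8 clusters, a fuzzifier of 1.43 and a membership of at least 0.5. Other steps used R 4.3.3, Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. On simulated data, edgeR recovered 180 of 200 changed genes with 3 false calls, DESeq2 1.42.0 recovered 187 with 13, and limma recovered 190 of 200 with 3. The simulated genes all changed by a log2 fold change of 2 and in 1 model only, among 15440 tested genes (13598 for limma). These rates therefore do not cover smaller changes or data in which most genes differ, as here.

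Marker lists stood in for the study's lists where these are not named gene by gene. They were the myeloid, lymphoid, stromal, macrophage, NK cell, T cell, B cell, Cd8, TGF-β, melanocyte, epithelial and endothelial lists for tumors, and the collagen, core matrisome, myCAF, iCAF, apCAF, vCAF, prCAF, leukocyte, epithelial and endothelial lists for CAFs. The MMP and immunosuppressive lists hold the gene labels of Fig. 5E, Fig. 5F and Fig. 1F. A list score is the mean of log2 values over the tested genes of the list, and scores were compared between each model and all other libraries by 2-sided exact permutation tests, with Benjamini-Hochberg adjustment over 62 tests in tumors and 48 in CAFs. The smallest possible p was 0.0022 for 3 of 15 tumors and 0.0357 for 2 of 8 CAF libraries. Genes named in the text are those the study names or labels in these figures, a fixed list of single markers, *Xist* and 4 Y-linked genes, and for each model the 3 genes with the largest rise among those past the test, above every library of the other models and with a mean of at least 10 CPM or RPKM. Gene positions are those of the mm10 annotation, and shared exon bases were counted on both strands, since reads were counted on both.

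The lists, tests and alternatives were fixed before the data were examined, except for ratios of genes or scores within a tumor, a fit of edgeR to recovered counts of CAFs, splits of CAF libraries within the replicate number, and tests of technical explanations, most of which were chosen after the results had been seen, those on genes restricted to 1 model's tumors among them. Alternatives covered the normalization (DESeq2 size factors, total-count scaling, a median of ratios for CAFs), the filter on low values, the pseudocount, the transcript chosen per gene, doubled counts, the replicate number as a block, the scaling of PCA and z-scores, the number of clusters, and leaving out each library in turn. Deconvolution by CIBERSORT was not repeated, since its signature was not in hand. Intervals and limits from counts cover counting error only.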

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

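All tests in this part were chosen only after the result had been seen, and so were the limits that divide their outcomes. The signal concerns genes that the paper does not discuss. Genes were taken as restricted to the tumors of 1 model when their mean was at least 5 CPM in these tumors and when they stayed under 1 CPM in each of the other 12 tumors. CAF values played no part in the choice. Both CAF libraries of the same model lay above every other CAF library for 100% of such genes in EO771 (11 of 11), for 70% in LL2 (7 of 10), for 100% in MC38 (26 of 26) and for 83.0% in Pan02 (39 of 47), where chance gives 3.57%. B16 had no CAF libraries, so genes restricted to B16 tumors show the background. Both libraries of a model lay on top for 2.38% of these 84 genes in EO771, 8.33% in LL2, 17.9% in MC38 and 3.57% in Pan02. At least 1 RPKM was reached in both libraries by 5 of the EO771 genes, 4 of the LL2 genes, 19 of the MC38 genes and 35 of the Pan02 genes. In a first run with stricter limits, a mean of at least 10 CPM and under 0.5 CPM elsewhere, there were 0 such genes in EO771 and 1 in LL2, which was not highest in LL2 CAFs (0%), while 7 of 7 MC38 genes (100%) and 17 of 20 Pan02 genes (85%) were highest in CAFs of their model. The limits were then loosened on the number of genes alone, after the values of the strict set had been seen.

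The technical explanations come first. RNA of 1 library carried into all others is argued against, because in the CAFs of another model these genes had a median of at most 0.0815 RPKM, against medians of 1.04 in EO771, 1.05 in LL2, 2.12 in MC38 and 3.33 RPKM in Pan02 in the CAFs of their own model. Cancer cells in the sorted fraction, which would include cancer cells that carry FAP, remain a candidate explanation in all 4 models. The shares of 100%, 70%, 100% and 83.0% given above are the pattern itself, so they do not test this explanation. The levels were those of a large share rather than of traces. The median log2 level in CAFs over the tumors of the model, after adding 0.1 RPKM to both, was -0.46 in EO771 (quartiles -0.98 and -0.39), -1.41 in LL2 (-2.55 and -0.11), -0.67 in MC38 (-1.28 and 0.03) and -0.40 in Pan02 (-1.87 and 0.14). Leukocyte genes stood at -3.23, -6.85, -6.56 and -6.65 in these models. The low levels of leukocyte genes cannot tell whether other cells were carried along, because the paper removed CD45+ cells before the CAFs were sorted.

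The biological alternative is that CAFs of a model express these genes themselves. Genes of the fibroblasts alone would be enriched by the sort, as were the genes of the stromal list, with a median log2 level over the tumors of 1.51 in EO771, 1.51 in LL2 and 0.99 in MC38. In MC38 this rests on library a (1.54), since library b was at -0.19. The restricted genes stood below the stromal list instead, at -0.46, -1.41 and -0.67, which argues against the fibroblasts as their only source in these 3 models. Expression in both cell types stays open. In Pan02, expression by the fibroblasts and cancer cells in the fraction cannot be told apart by this test (-0.40), because the stromal list itself was lower in CAFs than in tumors there (-1.23), so that the sort shows no enrichment to compare with. FAP+ cells that derive from the cancer cells were not tested.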

How the results depend on the processing

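An edgeR fit to counts recovered from the CAF values, splits of the CAF libraries within the replicate number and the ratios within tumors were added after seeing the data. So were both choices of restricted genes, the stricter one first and the looser one after it. All other alternatives were set beforehand. The tests on splits of the tumors were chosen before the results were seen.

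The number of genes differing among the 5 tumor models stayed between 11010 and 15015 under the other settings and between 14127 and 14748 across the 15 fits that each left out 1 tumor. Among 100 splits of the tumors into 5 groups of 3, the real one included, 1 gave as many genes as the real grouping, and the largest of the others gave 1512. For the contrasts of B16, EO771, LL2, MC38 and Pan02 it was likewise 1 of 100 splits in each. With at least 10 counts asked for in every tumor, the contrasts gave 2804, 1855, 1292, 1531 and 2228 genes, since fewer genes were tested. Without a fold change threshold they gave 9984, 8525, 6643, 8081 and 9538 genes, since more genes pass. The other settings and each tumor left out kept these counts within 1.5 times. With the replicate number as a replicate block they were 5144, 3640, 2584, 3042 and 4146. Tumors of the same number are not paired across models, since the correlation of their residuals had a median of 0.029 and exceeded 0.1 in 9 of 30 pairs. With total-count scaling, MC38 had 2154 genes higher and 1028 lower and Pan02 2683 and 1574, a shift that TMM removes.

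For CAFs, the number of genes differing among the 4 models stayed between 8397 and 11772. A pseudocount of 0.1 raised the contrasts to 3157 genes in EO771 and 1917 in LL2, and edgeR on recovered counts gave 3697 in EO771, 2049 in LL2, 4620 in MC38 and 3976 in Pan02. The cause was not tested. These counts were not run with a library left out, which would leave a model with 1 library. With the replicate number, read from the order of the libraries, as a replicate block, they were 2075 in EO771, 1236 in LL2, 2840 in MC38 and 2490 in Pan02. The differences of library b and a correlated between models with a median of 0.108, from -0.143 to 0.277. Whether rounds of sorting were shared between models is not stated. The number of genes in fuzzy clusters of 1 model stayed between 6250 and 10083.

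The nearest library was of the same model in every setting for tumors, and for CAFs for every library whose partner was not left out. The share of components 1 and 2 in tumors was 52.8% with scaled genes, 71.1% with the most variable genes alone, 50.9% with scaled RPKM without logarithm, and from 57.4 to 65.8% with 1 tumor left out. The share of components 1 to 3 in CAFs was 85.9%, 97.6% and 85.3% with scaled genes, the most variable genes and scaled values without logarithm, and from 91.9 to 95.9% with 1 library left out. The cause was not tested.

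Scores of tumors kept their direction and their side of the threshold under the settings other than leaving out a tumor, except the TGF-β score of Pan02, which was 1.23 with z-scores and then passed (adjusted p = 0.037), and the B cell score of B16, which was -0.80 with all list genes and then failed. With 1 tumor left out, fewer splits raise the smallest p, to 0.00275 where a model keeps 3 of 14 tumors and to 0.0110 where it keeps 2. Calls were lost without any of the B16 tumors for the myeloid score of B16 (-1.43 to -1.17), that of B16 and EO771 together (-1.16 to -0.90) and the stromal score of B16 (-2.17 to -1.77), and without any B16 or Pan02 tumor for the stromal score of Pan02 (1.74 to 1.98). Without a B16 tumor, the exact p of the B16 scores was 0.0110, so the number of splits alone kept it from being lower. Why the other calls were lost was not tested. Stromal scores near 0 changed sign in EO771 (-0.16 to 0.17), LL2 (-0.23 to 0.10) and MC38 (-0.0755 to 0.42). So did the Cd8 score of B16 (-0.51 to 0.61), without B16 tumor 2, and its ratio to *Foxp3* (-0.66 to 0.60), most without B16 tumor 2 and slightly in 4 other fits. Of the other 13 scores, 8 lost their call in some such fit.

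The scores of CAFs moved more. With splits within the replicate number, none passed the threshold, as before. The apCAF score of Pan02 was 1.97 with all list genes, 2.92 with a pseudocount of 0.1 and 2.05 to 2.87 with 1 library left out. For collagens in MC38 the difference was 0.0096 with all list genes, 0.0415 with z-scores, 0.13 with a pseudocount of 0.1 and -0.51 to 0.47 with 1 library left out, and its sign turned without MC38 library b and without either EO771 library. The ranges with 1 library left out were -0.18 to 0.0357 for collagens in LL2, -0.0740 to 0.16 and -0.77 to 0.38 for the core matrisome in LL2 and MC38, -0.76 to 0.13 for MMPs in MC38, 0.0712 to 1.92 for the vCAF score of MC38, -0.11 to 0.0195 and 0.0525 to 0.39 for immunosuppressive genes in LL2 and Pan02, and -0.53 to 0.0240 for the leukocyte score of Pan02. The immunosuppressive score of EO771 was -0.0581 with a pseudocount of 0.1, and the MMP score of LL2 was 0.31 with z-scores.

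Of 69 named results in tumors, 65 kept their direction and call under the alternatives set beforehand, 2 were weaker and 2 stronger. With 1 tumor left out 8 became weaker, 10 stronger and 4 reversed. The reversed ones were *Cd8a* (-0.87 to 0.86), *Cd8b1* (-0.90 to 1.07) and *Foxp3* (-0.0157 to 0.17) in B16 and *Il10* in Pan02 (-0.40 to 1.32). Of 64 named results in CAFs, 52 kept their call, 8 were weaker, all of them without the filter on low values, and 4 were stronger, all of them with the replicate block, which were *Col1a1* (1.41), *Mmp2* (0.94) and *Mmp23* (1.38) in EO771 and *Mki67* (0.57) in MC38. *Acta2* in MC38 was 0.47 by edgeR on recovered counts. With 1 library left out, 43 of the 64 stayed the same, 20 moved in size and 6 changed sign. A result can be in both of the latter groups. The sign changed for *Acta2* (-1.51 to 1.37), *Col1a1* (-2.06 to 0.50), *Col1a2* (-2.15 to 0.25), *Fap* (-0.32 to 0.90) and *Lgals9* (-0.0240 to 0.59) in MC38 and *Col1a1* in LL2 (-0.22 to 0.63). The genes in MC38 changed sign without 1 of the MC38 libraries, *Fap* and *Lgals9* without library a and the others without library b, and *Col1a1* in LL2 without MC38 library b or LL2 library a. The cause was not tested. With the stricter choice of restricted genes, the share in LL2 was 0%, from 1 gene.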

Differences from the paper's values

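The differences were found by comparing values read from the paper's figures and statements of its text with the values here. For CAFs, component 1 held 40.8% of the variance, while the paper's value is about 27% (Fig. 5A, read by eye). Among the alternatives set before the data were examined, 37.2% with genes scaled to unit variance and 36.8% with scaled values without logarithm lay within 1.5 times the paper's value. With the most variable genes alone (49.1%) and in all 8 fits that each left out 1 library (42.3 to 48.0%), the difference stayed. The paper's analysis included CT26 CAFs.

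For *Arg1*, Fig. 1F shows B16 tumors above and LL2 tumors below the mean of the models. Here LL2 tumors had 187 ± 50.3 CPM and B16 tumors 38.8 ± 8.76 CPM (SD, n = 3).

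The paper ranks B16 among the models with the highest ratio of CD8+ T cells to T_regs_, and Fig. 3E shows B16 above MC38. As log2 of the transcripts of *Cd8a* and *Cd8b1* over *Foxp3*, a measure added after the data were seen, MC38 tumors had -0.00 ± 0.20 (SD, n = 3) and B16 tumors -1.30 ± 1.31, and only B16 tumor 2, at 0.16, was as high as the highest MC38 tumor. Reads of *Ccdc22*, which overlaps *Foxp3*, may enter this measure, so it does not decide the ratio of the cells.

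The paper places B16 and EO771 at low immune infiltration. The myeloid score of EO771 tumors differed from that of the other tumors by -0.25 and its lymphoid score by -0.46, and neither passed the test. The other tumors include those of B16, which had the lowest myeloid scores. For B16 and EO771 together, the myeloid difference of -1.06 passed (exact permutation p = 0.0018, adjusted p = 0.015). The lymphoid difference of -0.44 did not (exact permutation p = 0.18, adjusted p = 0.40).

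The paper describes MC38 CAFs as similar to prCAFs. The prCAF score of MC38 CAFs was 0.34 above that of the other libraries, with an exact permutation p = 0.286, and 6 prCAF genes had their highest mean in MC38 and 6 in EO771. For PD-L1 protein on CAFs, the paper names CT26 and MC38 as particularly high (Fig. 2D). *Cd274* RNA had its highest mean in Pan02 CAFs, with libraries at 7.305 and 3.836 RPKM, against 3.723 and 4.757 RPKM in MC38, so these values overlapped.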

Other observations

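The tests in this part were chosen only after the results had been seen, except the comparison of leukocyte scores for Pan02 CAFs and those of MC38 CAF library b other than the one on rounds of sorting, whose outcome on a stricter set of genes was not known when they were chosen. The test on cancer cells for the prCAF list had been planned on Y-linked and epithelial genes, which were near 0 or low here, and was replaced after the data were seen.

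MC38 CAF library b had lower values than library a for collagen genes (median log2 difference -1.01, 6 of 32 genes higher in b), for core matrisome genes (-1.11) and for MMP genes (-0.71). Library b had the lower depth, with 18.5 counts per RPKM on a transcript of 1 kilobase against 26.4 in library a. Genes restricted to MC38 tumors were higher in library b in 88.5% of cases (23 of 26). This does not test the depth, because RPKM are already divided by library size. A few genes taking most of the counts in library b are argued against by the median difference of all tested genes, -0.044. A larger share of cancer cells in library b may explain the pattern, as these restricted genes had a median log2 difference of 0.37. In EO771, LL2 and Pan02 collagen genes were lower in library b too (-0.10, -0.15 and -0.35), while restricted genes hardly moved (-0.02, 0.02 and 0.04), so collagen genes also fell where cancer cells were not seen to rise. The paper took the libraries of a model from separate rounds of sorting. A difference between the rounds cannot be told apart from the larger share of cancer cells, because each round of MC38 is 1 library, and the lowest value of another model, -0.35, shows only that the direction recurs. No biological explanation was tested.

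The vCAF list was also lower in MC38 library b, by a median log2 difference of -1.92, with 0 of 15 genes higher in b. This argues against cancer cells as the source of the high vCAF score of MC38, since library b, with more of the restricted transcripts, would have had more of them. myCAF (-2.17) and iCAF genes (-1.40) fell in the same way. For the prCAF list, which did not fall (0.17), cancer cells in the fraction and proliferating CAFs cannot be told apart. Genes restricted to MC38 tumors stood in MC38 CAFs at a median of 0.627 of their level in the tumors, a value lowered by the unlike scaling of the CAF and tumor sets. This allows a share of dividing cancer cells, and the prCAF list holds no gene that only fibroblasts express.

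In Pan02 CAFs, the leukocyte score differed from that of the other libraries by -0.31 (exact permutation p = 1), which does not decide whether leukocytes brought the apCAF score, because the EO771 libraries, with the highest leukocyte scores, pull the comparison down. The value was 0.0240 when EO771 library b was left out and -0.53 without Pan02 library b. The level against the tumors of the model argues against leukocytes as the source of the MHC class II genes of the list, which tumor leukocytes express. These 7 genes stood in Pan02 CAFs at a median log2 level of -2.66 over the tumors (quartiles -2.80 and -1.86), far above the leukocyte list (quartiles -7.37 and -5.40). In EO771 (-3.50), LL2 (-5.96) and MC38 CAFs (-6.57) they stood near the leukocyte list. A kind of leukocyte poor in the transcripts of the leukocyte list was not tested. Cancer cells as the source of the apCAF genes cannot be told apart from antigen-presenting CAFs. Between the Pan02 libraries, the apCAF genes had a median log2 difference of -1.05, library b minus a, while the restricted genes moved by 0.04, but only 1 pair of libraries shows this. The epithelial score was 2.93 higher in Pan02 CAFs than in the others (exact permutation p = 0.0357, adjusted p = 0.286, the smallest p of this design), with 8 of 9 genes differing among the models, 9 when adjusted over the list alone.

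In EO771 CAFs, the leukocyte score was 2.18 above that of the other libraries (exact permutation p = 0.0357, adjusted p = 0.286, the smallest p of this design), with *Adgre1* at 2.57 ± 0.252, *Csf1r* at 5.30 ± 0.207, *Itgax* at 5.62 ± 0.125 and *S100a8* at 1.27 ± 0.479 RPKM (SD, n = 2). Of the 10 tested leukocyte genes 9 differed among the models, 9 when adjusted over the list alone. Leukocytes in the sorted fraction may explain this, since the leukocyte and macrophage lists stood at similar shares of their level in the tumors, 0.106 and 0.111, whereas in LL2 (0.00868 and 0.00482), MC38 (0.0106 and 0.0102) and Pan02 (0.00996 and 0.00946) these were far lower. T cell genes were too low in all CAF libraries to be read. Endothelial genes were highest on average in EO771 CAFs too, by 0.77 (exact p = 0.143), with 7 of 8 genes differing and 7 when adjusted over the list alone.

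*Foxp3* was listed at 1.16 to 7.65 RPKM in all 8 CAF libraries, where the mean of the T cell list reached at most 0.254 RPKM. The smallest ratio of the 2 over the libraries was 4.56. Reads of *Ccdc22*, whose exons overlap the last exon of *Foxp3* on the other strand, may account for this, and *Foxp3* stood at 0.178 to 0.339 of the level of *Ccdc22*. *Foxp3* had a log2 fold change of 1.25 in MC38 CAFs, and *Ccr7* one of 1.94. What part of the *Foxp3* counts in tumors comes from *Ccdc22* was not tested.

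Genes higher in the CAFs of a model were often higher in its tumors as well. Among 13208 genes tested in both sets, these were 619 of 1084 in EO771 (57.1%, against 9.06% of all genes), 391 of 513 in LL2 (76.2%, against 8.07%), 611 of 1363 in MC38 (44.8%, against 9.70%) and 938 of 1300 in Pan02 (72.2%, against 16.8%). *Xist*, 10.9% of whose exon bases lie in another gene too, was highest in LL2, at 254 ± 42.7 CPM in tumors (SD, n = 3) and 14.7 ± 3.11 RPKM in CAFs (SD, n = 2). The Y-linked genes *Ddx3y*, *Eif2s3y*, *Kdm5d* and *Uty* had model means of at most 0.214 CPM in tumors and were listed at 0 in all CAF libraries. The mean of *Mki67* was highest in B16 tumors, at 302 ± 56.4 CPM (SD, n = 3).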
